# Predicting Species-Resolved Macronutrient Acquisition during Succession in a Model Phototrophic Biofilm Using an Integrated ‘Omics Approach

**DOI:** 10.3389/fmicb.2017.01020

**Published:** 2017-06-13

**Authors:** Stephen R. Lindemann, Jennifer M. Mobberley, Jessica K. Cole, L. M. Markillie, Ronald C. Taylor, Eric Huang, William B. Chrisler, H. S. Wiley, Mary S. Lipton, William C. Nelson, James K. Fredrickson, Margaret F. Romine

**Keywords:** carbon fixation, nitrate reduction, phosphate transport, sulfate reduction, metagenomics, metatranscriptomics, metaproteomics, periphyton

## Abstract

The principles governing acquisition and interspecies exchange of nutrients in microbial communities and how those exchanges impact community productivity are poorly understood. Here, we examine energy and macronutrient acquisition in unicyanobacterial consortia for which species-resolved genome information exists for all members, allowing us to use multi-omic approaches to predict species’ abilities to acquire resources and examine expression of resource-acquisition genes during succession. Metabolic reconstruction indicated that a majority of heterotrophic community members lacked the genes required to directly acquire the inorganic nutrients provided in culture medium, suggesting high metabolic interdependency. The sole primary producer in consortium UCC-O, cyanobacterium *Phormidium* sp. OSCR, displayed declining expression of energy harvest, carbon fixation, and nitrate and sulfate reduction proteins but sharply increasing phosphate transporter expression over 28 days. Most heterotrophic members likewise exhibited signs of phosphorus starvation during succession. Though similar in their responses to phosphorus limitation, heterotrophs displayed species-specific expression of nitrogen acquisition genes. These results suggest niche partitioning around nitrogen sources may structure the community when organisms directly compete for limited phosphate. Such niche complementarity around nitrogen sources may increase community diversity and productivity in phosphate-limited phototrophic communities.

## Introduction

Lack of mechanistic understanding of energy and element flow through microbial communities relegates them to black boxes in predictive models of ecosystem functioning (Nazaries et al., 2013; Graham et al., 2014; Rousk and Bengtson, 2014). Understanding the variables that control resource acquisition and partitioning in dynamic microbial communities is central to our ability to predict how biogeochemical cycles will respond to environmental change (Konopka et al., 2015). This is especially true for benthic microbial communities, in which energy and element cycling are affected by both members’ abundances and activities and physicochemical gradients on micron scales (Battin et al., 2003; Moran et al., 2014). In aquatic systems, phototrophic biofilms (“periphyton”) frequently serve as an ecosystem entry point for energy, carbon, and other macronutrients (Vadeboncoeur and Steinman, 2002; Kautza et al., 2016) and exert significant impacts on nutrient fluxes and carbon cycling at fluvial scales (Flipo et al., 2004; Battin et al., 2008). In these multi-species biofilms, consisting of photoautotrophs and associated heterotrophic consorts encased in a biogenic matrix of extracellular polymers (Roeselers et al., 2008), exchange of macronutrients between autotrophs and heterotrophs drives community succession (Wagner et al., 2015).

Though much research has been directed at understanding nutrient uptake by phototrophic biofilms at whole-community scales (Battin et al., 2016), little is known about how individual members acquire and exchange nutrients. This has resulted, in part, from an inability to resolve metabolic function at the level of individual species. However, recent advances in the reconstruction of individual genomes from metagenomes now permit the assignment of potential function at the species level (Pope et al., 2011; Hugerth et al., 2015; Palomo et al., 2016). We have applied these approaches to generate species-resolved metagenomes for two unicyanobacterial consortia (Nelson et al., 2016). These consortia are each composed of one distinct cyanobacterium and a nearly identical suite of ∼18 heterotrophic species from *Alphaproteobacteria*, *Gammaproteobacteria*, and *Bacteroidetes*, which form a benthic biofilm that undergoes a reproducible succession in the laboratory (Cole et al., 2014). Using these model systems, we predicted entry points for energy and elements into phototrophic biofilm communities by identifying each species’ functional potential for light energy capture and acquisition of the macronutrients carbon, nitrogen, phosphorus, and sulfur. Metatranscriptomic and metaproteomic analyses enabled attribution of energy and macronutrient acquisition processes at the level of individual species during succession. We observed common responses across the community to some nutrients (e.g., phosphorus) as well as highly individual strategies for others (e.g., nitrogen). These data allow a mechanistic understanding of community nutrient flow and suggest that niche complementarity or plasticity centered around nitrogen may minimize competition, maintaining diversity in phototrophic biofilms when organisms directly compete for limited phosphorus resources.

## Materials and Methods

### Consortia and Succession Experiments

Unicyanobacterial consortia UCC-A and UCC-O were isolated from a phototrophic microbial mat in Hot Lake, Washington (Lindemann et al., 2013) and were cultivated and sampled for succession experiments as previously described (Cole et al., 2014). Briefly, sequentially passaged enrichment cultures were inoculated at a 1:50 dilution into HLA medium (essentially, BG-11 medium supplemented with 400 mM MgSO_4_, 100 mM Na_2_SO_4_, and 25 mM KCl at pH 8.0) in T75 tissue culture flasks with vented caps (Costar, Corning, Inc., Corning, NY, United States) under 35 μE m^-2^ s^-1^ (General Electric PL/AQ, Fairfield, CT, United States). Cultures were incubated for 28 days and sterile deionized water was added weekly to maintain constant volume and salinity, with triplicate biological replicates (parallel T-75 flasks) harvested and split for proteomic and transcriptomic analysis at weekly intervals as previously described (on days 7, 14, 21, and 28 of cultivation; Cole et al., 2014). Briefly, biofilms were dislodged from the bottom of an entire T-75 flask using a cell scraper (Costar; Corning, Inc., Corning, NY, United States), placed into a 50 mL conical vial, and homogenized using sterile 3 mm glass beads and hand shaking, divided into separate samples for transcriptomics and proteomics, and centrifuged at 4°C and 5000 × *g* for 10 min prior to decanting and plunge freezing in liquid N_2_.

### Species-Resolved Genome Information

Metagenomes for UCC-A and UCC-O and genomes of isolates therefrom (*Algoriphagus marincola* HL-49, *Aliidiomarina calidilacus* HL-53 (Morton et al., in review), *Erythrobacteraceae* sp. HL-111, *Halomonas* sp. HL-48, *Halomonas* sp. HL-93, *Marinobacter excellens* HL-55, *Marinobacter* sp. HL-58, and *Porphyrobacter* sp. HL-46, *Roseibaca calidilacus* HL-91 (Maezato et al., in review), and *Salinivirga fredricksonii* HL-109 (Cole et al., in review) were generated by the DOE Joint Genome Institute, and species-resolved genome reconstructions were recently described (Nelson et al., 2016). These were evaluated for the presence of genes involved in light energy, carbon, nitrogen, phosphorus, or sulfur acquisition under experimental conditions. Genome completeness estimates from single-copy-gene analysis (Nelson et al., 2016) are presented in **Figure 1**; *Rhodobacteraceae* sp. Bin24 was excluded from further analysis due to insufficient completeness. A list of the accession numbers for genome reconstructions from metagenomes (European Nucleotide Archive^1^) and isolate genomes (GenBank^2^) are provided in **Supplementary Table S1** and are also available through IMGer^3^.

**FIGURE 1:**
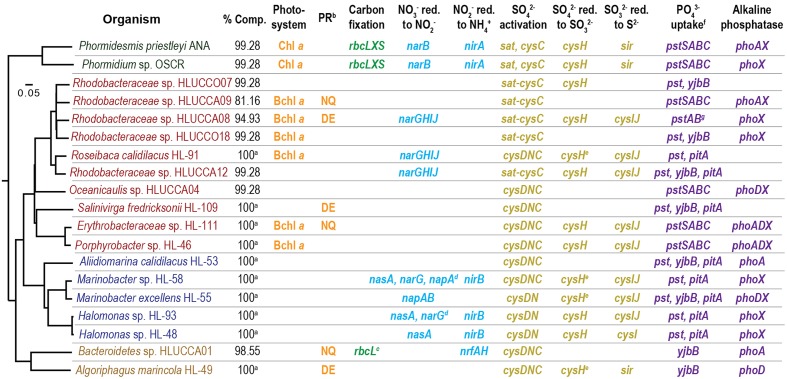
Macronutrient acquisition functions detected in phototrophic consortium member genomes. Isolates belonging to the *Cyanobacteria* are green, *Alphaproteobacteria* are red, *Gammaproteobacteria* are blue, and *Bacteroidetes* are yellow. ^a^Genomic information derived from sequenced isolates. ^b^For description of the types of proteorhodopsins, see Supplementary Notes 2. ^c^Similar to form IV RuBisCo, and thus unlikely to permit autotrophy (Supplementary Notes 3). ^d^These organisms contain multiple complete nitrate reductases; only one gene of each type of multi-subunit nitrate reductase is denoted to conserve space. ^e^Where organisms have multiple phosphate-acquisition systems, *pst* denotes the presence of *pstSABC*. ^*f*^The *pstAB* genes are contiguous to a contig edge in the *Rhodobacteraceae* sp. HLUCCA08 reconstruction; *pstSC* are assumed to be within the gap between contigs.

### Protein Function Predictions

Protein-coding gene models and functional predictions were initially assigned by the DOE-JGI microbial genome annotation pipeline (Markowitz et al., 2014) and manually curated by evaluating additional evidence collected by submitting these gene models to RAST (Aziz et al., 2008; Overbeek et al., 2014; Brettin et al., 2015) and BlastKoala (Kanehisa et al., 2016) as well as conducting local domain searches for TIGRfams (v. 14) and Pfams (v. 27) using HMMer v. 3.1 (Johnson et al., 2010). Identified genes involved in energy and macronutrient acquisition are provided in **Supplementary Table S2**. Note that, except for isolates where complete genomes are available, missing functions could reside in the gaps between contigs despite the near-completeness of genome reconstructions. Consequently, our predictions of organismal function are necessarily conservative, especially since some functions could require only a small number of genes that are frequently found together in operons. For details on genome annotation, please see the Supplementary Notes.

### RNA Extraction

RNA was extracted using Invitrogen TRIzol Reagent (cat. #15596018), followed by genomic DNA removal and cleanup using Qiagen RNase-Free DNase Set kit (cat. #79254) and Qiagen Mini RNeasy kit (cat. #74104). An Agilent 2100 Bioanalyzer was used to assess the integrity of the RNA samples; only RNA samples having RNA Integrity Number score of 8–10 were sequenced.

### RNA Sequencing

The Applied Biosystems SOLiD Total RNA-Seq kit (cat. #4445374) was used to generate the cDNA template library according to manufacturer’s instructions. The SOLiD EZ Bead system was used to perform emulsion clonal bead amplification to generate bead templates for sequencing on the 5500XL SOLiD platform. The 50-base read sequences produced by the 5500XL SOLiD sequencer were mapped in color space using SOLiD LifeScope software version 2.5 using the default parameters against an artificial chromosome, as previously described (Hess et al., 2013). LifeScope has been previously determined to be the optimal method for mapping sequence data obtained via the SOLiD 5500 system (Pranckevičiene et al., 2015), but it is optimized for use with eukaryotic genomes with multiple linear chromosomes. Consequently, we constructed an artificial chromosome as a reference by concatenating genomes of isolated UCC members and all contigs of remaining metagenome bins. These were separated by ten ambiguous nucleotides to prevent edge effects that might otherwise disturb mapping near contig boundaries. This reference contained species-resolved genome information for all consortium members. Transcription of each organism’s genes was individually normalized to reads per kilobase per million reads (RPKM), using the total reads mapped to all the organism’s genes as the normalization basis. It should be noted that though this normalization approach facilitates gene expression comparisons within a single species across time points, normalized gene expression cannot be compared across species. The transcriptomics data associated with this study has been deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus under accession number GSE99220.

### Global Proteomics: Extraction, Digestion, and 2D-LC-MS/MS Analysis

UCC-O cell pellets (typically ∼100–500 mg, dry weight) were suspended in 100 mM NH_4_HCO_3_ buffer (pH 8.0) and then subjected to bead beating in a Bullet Blender homogenizer (Next Advance Inc., Averill Park, NY, United States) for 3 min with 0.1 mm zirconia/silica beads (BioSpec Products, Inc., Bartlesville, OK, United States). Proteins were separated into global, soluble, and insoluble fractions and processed into peptides for subsequent LC-MS/MS analysis using previously described methods (Callister et al., 2006). Briefly, proteins designated for global analysis were denatured and reduced under following conditions: 7M Urea, 5 mM DTT, 100 mM ammonium bicarbonate buffer at 60°C for 45 min. After denaturing, samples were diluted eightfold with 100 mM ammonium bicarbonate and a sufficient amount of calcium chloride was added to achieve 1 mM. Tryptic digestion was performed for 3 h at 37°C with 1:50 (w/w) trypsin-to-protein ratio. The digested sample was desalted and cleaned via solid phase extraction (SPE) C18 (Supelco, Bellefonte, PA, United States). Sample was concentrated in Speed-Vac (Thermo Savant, Holbrook, NY, United States) before performing a BCA Assay to determine final peptide concentration. A portion of the lysate for soluble/insoluble analysis was ultracentrifuged and the supernatant was treated as above, whereas the pellet was resuspended by sonication in denaturing buffer containing 1% CHAPS in 50 mM ammonium bicarbonate (pH 7.8) before enzymatic digestion. On line 2D-LS-MS/MS analysis of the peptides was achieved by using previously described methods (Smith et al., 2014). MS analysis was performed using a LTQ Orbitrap mass spectrometer (Thermo Scientific, San Jose, CA, United States) operated as described by Callister et al. (2006). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (Vizcaíno et al., 2016) partner repository with the dataset identifier PXD006440 and doi: 10.6019/PXD006440.

### MS/MS Data Analysis

MS/MS data were searched against protein sets for all organisms present in UCC-O (Nelson et al., 2016), a total of 60,759 proteins. Protein sets were augmented by common contaminant protein sequences (human keratin, bovine trypsin, and serum albumin precursor) to detect residual peptides derived from processing. MS/MS spectra were preprocessed using DeconMSn and DtaRefinery tools to deconvolute, deisotope, and remove systematic error in mass measurement accuracy (Mayampurath et al., 2008; Petyuk et al., 2010). The MS-GF+ search algorithm was used to match MS/MS spectra to peptide sequences (Kim et al., 2008), including partial tryptic cleavage peptides, dynamic modification of methionine oxidations, and maximum 10 ppm parent ion mass tolerance in the search. IDPicker 3.0 was used to filter peptide-spectrum matches to 2% FDR and apply parsimony filtering to derive a minimum protein list, with each protein supported by at least two distinct peptides (Ma et al., 2009; Tabb et al., 2010). For *Phormidium* sp. OSCR, proteomic coverage was sufficient to holistically describe gene expression; consequently, spectral counts of all peptides of a protein were summed and are presented as percentage of this species’ share of peptides observed at each time point.

### Fluorescence *In Situ* Hybridization (FISH)

Species-specific fluorescence probes were designed using the DECIPHER R package (Wright et al., 2014). Briefly, a list of the targeted 16S sequences and a FASTA file of potential off-target 16S sequences was generated from the UCC-O genome sequence (Nelson et al., 2016). Optimal specific probes were then generated with a length between 18 and 21 nucleotides, and a 46°C hybridization temperature in 0.9M NaCl and 20% formamide. This yielded probe GATACCCGAAAGCATCTCT for HL-49. Specificity of the probe was experimentally validated using mixtures of axenic cultures derived from the UCC-O biofilm. FISH of biofilms grown for 7 days was performed following the method described by Amann and Fuchs (2008). After FISH hybridization, samples were stained with Hoechst 33342 (Sigma, St. Louis, MO, United States) to stain DNA. Microscopic images were acquired on a Zeiss LSM 710 Scanning Confocal Laser Microscope (Carl Zeiss MicroImaging GmbH, Jena, Germany) for both fluorescence and differential interference contrast imaging. Z-stack confocal images were acquired using an EC Plan-Neofluar 10x/0.30 M27 objective. DNA fluorescence was excited at 405 nm visualized at 410–495 nm. FISH fluorescence was excited at 561 nm visualized at 566–680 nm. Phycocyanin/chlorophyll auto-fluorescence was excited at 633 nm and visualized at 647–721 nm. The images were further processed with Volocity (Perkin Elmer, Waltham, MA, United States).

## Results and Discussion

### Genome Predictions for Energy and Macronutrient Acquisition Potential of Species

We utilized our previously generated, species-resolved metagenome analysis (Nelson et al., 2016) to predict each consortium member’s genetic potential to harvest light energy and to directly acquire the required macronutrients carbon, nitrogen, phosphorus, and sulfur from the inorganic sources present in the culture medium (HLA; Cole et al., 2014). An overview of functions predicted within each member’s genome is shown in **Figure 1** and indicated by its type (e.g., Chl *a* vs. Bchl *a*-based phototrophy) or its keystone genes; the full list of genes important for these functions is detailed in **Supplementary Table S2**.

#### Energy

The consortia are routinely grown with light as the only energy source. Although oxygenic phototrophs are the main sources of energy capture by the consortia (Cole et al., 2014), several heterotrophic members encode bacteriochlorophyll *a* (Bchl *a*)-based photosystems. Such systems may operate under anoxic conditions, using reduced substrates (e.g., sulfide, fumarate) as electron donors for carbon fixation, or aerobically, driving cyclic transport of electrons to generate ATP. However, no Bchl *a*-containing photosystem has yet been shown to be capable of both anaerobic and aerobic phototrophy (Yurkov and Beatty, 1998; Rathgeber et al., 2012). Sequence analysis alone is incapable of differentiating anaerobic from aerobic photosystems, as both contain structurally and phylogenetically similar reaction centers and light-harvesting antenna complexes (Yurkov and Csotonyi, 2009). Multiple *Rhodobacteraceae* spp. (*Roseibaca calidilacus* HL-91 and HLUCCA08, HLUCCA09, and HLUCCO18) and *Erythrobacteraceae* spp. (HL-111 and *Porphyrobacter* sp. HL-46) in the consortia possess all the genes required for Bchl *a* synthesis and photosystem assembly. Under continuously illuminated oxic growth conditions, we postulate that only organisms with aerobic photosystems (aerobic anoxygenic phototrophs, or AAPs) are likely to supplement cyanobacterial light energy acquisition (Cole et al., 2014). However, because AAP photosystems do not generate the reductant required to fix inorganic carbon (Yurkov and Beatty, 1998), they are constrained to photoheterotrophy or chemoheterotrophy.

One additional means by which light energy could be captured by the consortia is through bacterial proteorhodopsins (PRs), which are transmembrane proteins that use photons to drive proton or other ion gradients that generate ATP and energize membrane transporters (McCarren and DeLong, 2007). PR-like proteins are encoded by heterotrophic members of *Bacteroidetes* (HLUCCA01 and *A. marincola* HL-49) and *Alphaproteobacteria* (*Rhodobacteraceae* spp. HLUCCA08 and HLUCCA09, *Salinivirga fredricksonii* HL-109, and *Erythrobacteraceae* sp. HL-111). In *Bacteroidetes* sp. HLUCCA01, *Rhodobacteraceae* sp. HLUCCA09, and *Erythrobacteraceae* sp. HL-111, the putative rhodopsin contains the RYXN(X_10_)Q transport motif characteristic of the NQ family of rhodopsins rather than the RYXD(X_10_)E proton-transport motif; NQ rhodopsins are common in hypersaline environments (Kwon et al., 2013) and have recently been shown to transport sodium ions (Balashov et al., 2014). This suggests that rhodopsins may perform other functions besides maintaining proton-motive force for ATP generation in these organisms, such as regulating osmotic pressure or driving efflux pumps via cation antiport (Fuhrman et al., 2008). Consequently, it is possible that these PR-containing heterotrophs could harvest light energy although recent theoretical work suggests the net energetic advantage of PR-containing bacteria is significantly smaller than for AAPs (Kirchman and Hanson, 2013).

#### Carbon

Genomic evidence supports our previous hypothesis that the cyanobacteria were the sole autotrophs within the consortia (Cole et al., 2014). Both cyanobacteria contained the genes (*rbcL, rbcS*) required to construct the canonical, hexadecameric ribulose-1,5-bisphosphate carboxylase/oxygenase (RuBisCo). RuBisCo catalyzes the addition of carbon dioxide to ribulose-1,5-bisphosphate and is required for the Calvin-Benson-Bassham reductive pentose phosphate cycle of carbon fixation (Tabita et al., 2007; Erb et al., 2012). Although *Bacteroidetes* sp. HLUCCA01 also contains an *rbcL* homolog, its catalytic motif is similar to the form IV RbcLs of *Rhodopseudomonas palustris* (gi: 77687805) and *Rhodospirillum rubrum* (gi: 48764419) as it is ∼100 residues shorter than form I-III RbcLs and His replaces the canonical Glu^204^ residue in the catalytic motif (Carré-Mlouka et al., 2006). Form IV RuBisCos, also termed RuBisCo-like proteins, have been found to lack the ability to fix carbon dioxide but instead catalyze an enolization reaction important for the salvage of methionine from methylthioadenosine (Tabita et al., 2007; Erb et al., 2012). Consequently, this gene is unlikely to enable autotrophy in *Bacteroidetes* sp. Bin01. HLUCCA01.

Although it is likely that the vast majority of the inorganic carbon entering the consortia comes through the cyanobacterial primary producers, a modest amount of carbon could enter the community through the anapleurotic reactions of heterotrophs and, especially, of photoheterotrophs. For example, *Roseobacter denitrificans* has been shown to acquire 10–15% of its protein carbon through the activities of pyruvate carboxylase and/or phosphoenolpyruvate (PEP) carboxylase (Tang et al., 2009). All members of the consortia encoded at least one mechanism to convert PEP or pyruvate to oxaloacetate through the incorporation of carbon dioxide or bicarbonate (i.e., either pyruvate or PEP carboxylase) except *A. calidilacus* HL-53.

#### Nitrogen

Because the consortia are routinely cultivated with abundant nitrate (17.6 mM), the primary organisms through which nitrogen enters the consortia will be those capable of reducing nitrate to nitrite to bioavailable ammonium (Cole et al., 2014). Although both *Phormidium* sp. OSCR and *Phormidesmis priestleyi* ANA also contain *nif* genes encoding the MoFe nitrogenases that catalyze the reduction of N_2_ to ammonium, the expression of nitrogenases is typically strongly repressed in cyanobacteria when nitrate or ammonium are available (e.g., Bottomley et al., 1979; Mackerras and Smith, 1986), as under these growth conditions. Both cyanobacterial genomes possess ferredoxin-dependent, cytoplasmic nitrate and nitrite reductases, allowing them to serve as primary producers with respect to nitrogen acquisition. However, nitrate assimilation is not uniformly distributed among bacteria. Thus, though we originally hypothesized that our enrichment conditions would select for nitrate-assimilating heterotrophs, genomic analysis suggested that the majority of heterotrophic species lacked the ability to reduce nitrate, nitrite, or both. Only the gammaproteobacterial genomes, except for *A. calidilacus* HL-53 and *M. excellens* HL-55, contained cytoplasmic NO_3_^-^ nitrate (*nasA*) and nitrite reductases (*nirB*) required for assimilatory reduction. In addition to assimilatory reductases, some gammaproteobacterial members also contained dissimilatory nitrate reductase genes, which have been shown to substitute for *nasA* in some species (Moreno-Vivian et al., 1999); *Halomonas* sp. HL-93 contained the membrane-bound respiratory reductase *narGHIJI*, *M. excellens* HL-55 possesses the periplasmic *napAB* system, and *Marinobacter* sp. HL-58 encoded both types. Alphaproteobacterial members *Rhodobacteraceae* spp. HL-91, HLUCCA08, and HLUCCA12 also encoded *narGHIJ* for dissimilatory reduction of nitrate to nitrite but no predicted nitrite reductases. Conversely, *Bacteroidetes* sp. HLUCCA01 contained the dissimilatory, ammonifying nitrite reductase *nrfAH* but appeared to lack a nitrate reductase. All members of the consortia contained Amt-like ammonium transporters and glutamine synthetases required to incorporate ammonium.

#### Sulfur

Although all consortium members were predicted to transport and activate sulfate, only a subset appeared to be able to reduce sulfate to sulfide for the biosynthesis of cysteine and methionine, thereby serving as entry points for sulfur into the community. All members were capable of activating sulfate to 3′-phosphoadenylyl-sulfate (PAPS), which generates a high-energy phosphoric-sulfuric acid anhydride bond and allows transfer or reduction of the sulfurylyl group (Leyh et al., 1988). *Roseibaca calidilacus* HL-91, *Marinobacter* sp. HL-58, *Marinobacter excellens* HL-55, and *Algoriphagus marincola* HL-49 encode thioredoxin-dependent adenosine 5′-phosphosulfate (APS) reductases (TIGR2055 family); these enzymes are capable of reducing both APS and PAPS to sulfite. However, *Bacteroidetes* sp. HLUCCA01, *A. calidilacus* HL-53, *Oceanicaulis* sp. HLUCCA04, *S. fredricksonii* HL-109, and *Rhodobacteraceae* spp. HLUCCA09 and HLUCCO18 all were predicted to lack both PAPS and sulfite reductases, which are required to produce sulfide for cysteine biosynthesis. Consequently, these members are predicted to depend upon sulfate assimilators for acquisition of bioavailable sulfur under routine culture conditions. Since these organisms are derived from a phototrophic mat, regions of which are transiently or permanently sulfidic (Lindemann et al., 2013), it is possible that organisms without the ability to reduce PAPS are able to directly acquire sulfide from the native environment for cysteine and methionine biosynthesis.

#### Phosphorus

Due to the extremely high concentrations of Mg^2+^ in Hot Lake and in culture medium formulated to cultivate mat-associated microorganisms, inorganic phosphorus is sparingly soluble (Lindemann et al., 2013; Cole et al., 2014; Zachara et al., 2016). The types of phosphate transporters (Willsky and Malamy, 1980; Rao and Torriani, 1990) possessed by members of the consortia presented a genomic signature of competition for phosphate; although high-affinity, ATP-utilizing PstSABC-like transporters were found in all members except both of the *Bacteroidetes*, low-affinity, high-rate PiT-like proton:phosphate symporters are encoded only in seven of the nineteen examined genomes. Both members from *Bacteroidetes* relied upon phosphate:sodium symporters of the PNaS family (termed *yjbB*; Lebens et al., 2002) for phosphate uptake, which were also present in six other genomes. The insolubility of magnesium and calcium phosphates suggests that the majority of community phosphorus exchange may occur via salvage of phosphorus-containing organic compounds or phosphatase-mediated removal of orthophosphate from inorganic phases. All but four alphaproteobacterial member species (*S. fredricksonii* HL-109, *Roseibaca calidilacus* HL-91, and *Rhodobacteraceae* spp. HLUCC07 and HLUCC12) encoded at least one alkaline phosphatase.

### Species-Resolved Macronutrient Acquisition during Succession

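UCC-O is a laboratory biofilm consortium of the filamentous cyanobacterium Phormidium sp. OSCR and 17 heterotrophic bacteria, kept in medium whose macronutrients are all inorganic. Metatranscriptomes came from 12 flasks, 3 parallel flasks on each of days 7, 14, 21 and 28, so the replicates of a day are separate cultures. The authors mapped the SOLiD reads with LifeScope to artificial chromosomes made of the members' genomes and deposited, for each library, the reads counted on every gene and the RPKM of each gene within its own organism. Protein-coding reads of the 18 members ranged from 5754737 to 11285372 per library on day 7 (median 7692905), from 5151948 to 11203818 on day 14 (median 7959666), from 5329469 to 6453337 on day 21 (median 5744826) and from 4966409 to 6962677 on day 28 (median 5794748). Depth differed far more between organisms than total depth did between days. Over the 12 libraries OSCR had 2535202 to 5705062 reads, whereas S. fredricksonii HL-109 had 8709 to 76314. Within an organism depth could also change with day. A. calidilacus HL-53 had 1414300 to 4246937 reads per library on day 7 and 78355 to 394924 on day 28. HL-109 had 8709 to 14888 and 35791 to 76314 on these days. From the counts, each organism was tested on its own with edgeR's quasi-likelihood test, with the organism's total reads as library size (the basis the paper gives for its RPKM), all 12 libraries in 1 model with day as a factor, genes with at least 10 reads in at least 3 libraries, and Benjamini-Hochberg adjustment within organism and comparison. Levels are given as RPKM, which the paper states cannot be compared between species. The libraries also fall into 2 sets that the labels do not name. In 5 libraries (replicates A and B of day 7 and replicate A of days 14, 21 and 28) the OSCR locus HLUCCO16_01990 took 24.1 to 32.7% of OSCR reads, and in the other 7 it took 0.558 to 8.52%. This grouping was made after the values were seen, and it is called the library set in what follows. TMM normalization in place of the organism total moved the median log2 fold change of all tested genes from day 7 to day 28 from -0.92 to -0.13 in HLUCCA01, from -0.55 to -0.06 in HL-49, from -0.38 to -0.21 in HL-53, from 0.10 to -0.02 in OSCR and from -0.09 to 0.03 in HL-91.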

Species-resolved genome information enabled reconstruction of the dynamics of member abundance and resource acquisition in UCC-O over a 28-day succession period (Cole et al., 2014) via metatranscriptomic and metaproteomic analysis (**Figure 2**). *Phormidium* sp. OSCR dominated both metatranscriptomic and metaproteomic analyses, averaging ∼50–60% of total mRNA reads (**Figure 2A**) and ∼90% of total peptide spectral counts (**Figure 2B**). This large share of cyanobacterial peptides allowed us to comprehensively evaluate the activity of *Phormidium* sp. OSCR via proteomics. 

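OSCR supplied 48.0% ± 8.04 (SD, n = 3) of the protein-coding reads on day 7, 57.9% ± 8.07 on day 14, 55.1% ± 9.87 on day 21 and 56.1% ± 14.8 on day 28, and 54.3% ± 9.82 over all 12 libraries. With all genes the difference between days 7 and 28 was smaller than the spread between flasks (log2 fold change 0.22, standard error 0.25, adjusted p = 0.43 from edgeR's quasi-likelihood test over the 18 members; two-sided exact permutation p = 0.5, where 3 flasks against 3 cannot go below 0.1). A large part of these reads lay on only 2 loci. HLUCCO16_01990, annotated as a Zn-dependent protease with chaperone function, runs from 1159694 to 1160569 on the OSCR artificial chromosome (bin16) and its end overlaps a tRNA gene on the same strand by 22 bases, and HLUCCO16_19470, annotated as a signal transduction histidine kinase, runs from 3167180 to 3171013 and holds a tRNA gene of 73 bases. Together they took 45.5% ± 4.14 (SD, n = 5) of OSCR reads in the 5 libraries of the first set and 7.63% ± 3.57 (SD, n = 7) in the others. Without these loci the OSCR share was 37.5% ± 4.13, 52.8% ± 3.32, 48.2% ± 5.61 and 49.8% ± 9.27 on days 7, 14, 21 and 28, every day 28 flask lay above every day 7 flask, and the rise passed the threshold (log2 fold change 0.41, adjusted p = 0.025), as it did with the library set as a covariate (0.35, adjusted p = 0.024), both chosen after the data were seen. With the 2 loci it was 61.7% ± 9.47 in the first set and 49.0% ± 6.17 in the second, and without them 47.2% ± 10.9 and 47.0% ± 5.97.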

Peptide spectral counts were insufficient to do this for any heterotroph. In general, the low RNA and protein abundances of some heterotrophic organisms greatly obscured their activity. Only six of the 17 heterotrophs were sufficiently represented throughout the succession cycle to comprehensively describe patterns in their gene transcription. 

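Of the protein-coding genes of each organism, the share with at least 10 reads in at least 3 libraries was 98.3% in Bacteroidetes sp. HLUCCA01, 97.7% in A. calidilacus HL-53 and 89.2% in A. marincola HL-49. It was 36.6% in R. calidilacus HL-91, 33.0% in Rhodobacteraceae sp. HLUCCO18 and 29.0% in S. fredricksonii HL-109, whose median gene had 3.92, 3.08 and 2.75 reads per library. Among the 11 other heterotrophs the share was 46.8% in Oceanicaulis sp. HLUCCA04, 23.1% in Porphyrobacter sp. HL-46 and 22.3% in M. excellens HL-55, and at most 5.73% in the remaining 8. Genes reaching 10 reads in all 12 libraries were 83.7% of those of HLUCCA01, 55.5% in HL-49 and 43.7% in HL-53. They were 9.96% in HL-91, 9.78% in HLUCCO18 and 2.86% in HL-109. HLUCCA04 had 4.11%, above HL-109, HL-46 had 2.13% and HL-55 had 0.196%. The median gene of HLUCCA04 had 5.58 reads per library, more than that of HL-91, HLUCCO18 or HL-109. The 6 dominant heterotrophs together held 50.3% ± 8.05 (SD, n = 3) of all reads on day 7 and 41.8% ± 14.5 on day 28, and the other 11 held 1.71% ± 0.309 and 2.13% ± 0.318.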

The remaining eleven either could only be examined at a subset of time points or with respect to certain highly expressed functions, some of which were also represented in the metaproteome. We focus here on the six most abundant heterotrophs for which sufficient transcriptomics data exist to describe expression patterns over time (expression data for the referenced genes of all organisms are provided in **Supplementary Table S4**).

**FIGURE 2:**
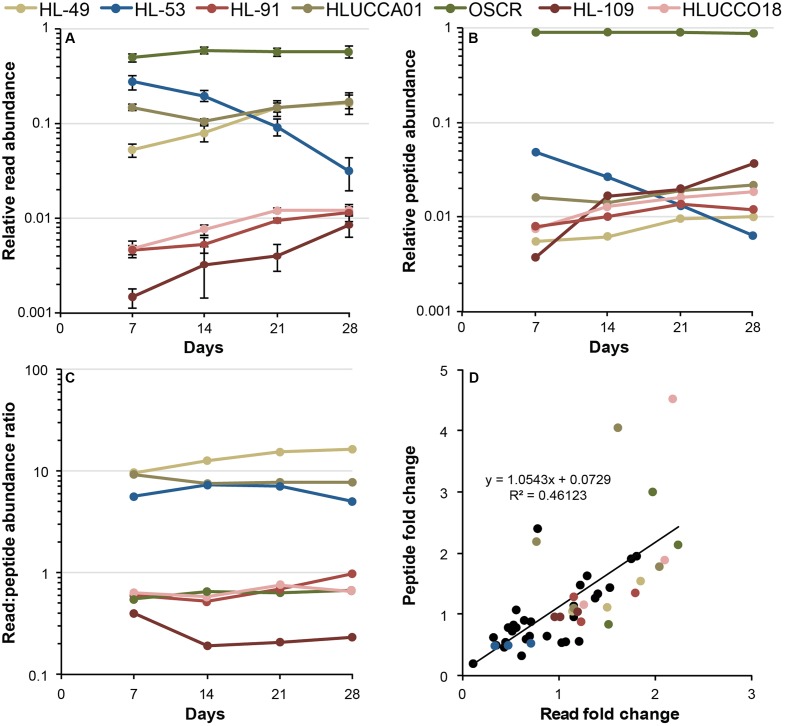
Metatranscriptomic and metaproteomic measures of member activity dynamics. **(A)** Metatranscriptomic measurement of member activity during succession, represented as the fraction of the total reads per sample attributed to each organism. Values are plotted on a log_10_ scale, error bars denote the 95% confidence interval of the mean. **(B)** Metaproteomic evaluation of member activity during succession, represented as the share of peptide spectral counts attributed to each of the members. Values are plotted on a log_10_ scale. Error bars are omitted for clarity, but variance data are presented in **Supplementary Table S3**. **(C)** Ratio of member relative activity as assessed by metatranscriptomics to that observed by metaproteomics during succession. Flat lines (*m* = 0) indicate a monotonic relationship between metatranscriptomic and metaproteomic estimations. **(D)** Organism-centric changes in metatranscriptomic and metaproteomic estimates of relative activity across all members between sequential time points. The *y*-axis indicates the between-time point fold change in the relative abundance of an organism’s peptide spectral counts, and the *x*-axis indicates the fold change in an organism’s RNA read abundance. Colored dots represent the seven most dominant species according to the key, and black dots indicate fold changes for less-abundant species.

Metatranscriptomics and metaproteomics results were in agreement on the trends in member abundance between time points, but displayed large differences in their estimation of the relative gene expression activity (i.e., the fraction of the community’s total mRNA or protein attributable to a given species) across the consortium members (**Figure 2C**; also see **Supplementary Table S3**). 

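Gammaproteobacteria as a group went from 29.2% ± 8.24 (SD, n = 3 flasks) of protein-coding reads on day 7 to 20.4% ± 4.32 on day 14, 9.76% ± 3.24 on day 21 and 3.34% ± 2.20 on day 28, and all 5 members were lower on day 28. The 4 members other than HL-53 together went from 0.953% ± 0.112 to 0.0611% ± 0.00950. Alphaproteobacteria went from 1.88% ± 0.706 to 5.42% ± 0.645, with 7 of 10 members higher, 2 lower and 1 not past the threshold. Of the 2 Bacteroidetes, A. marincola HL-49 rose from 5.43% ± 1.45 to 17.4% ± 7.50 (log2 fold change 1.68, standard error 0.40, adjusted p = 0.0018), and HLUCCA01 was at 15.4% ± 2.37 and 17.8% ± 5.03 (adjusted p = 0.47). The 2 largest rises by fold were in Erythrobacteraceae sp. HL-111 (log2 fold change 2.73, standard error 0.39) and HL-109 (2.53, standard error 0.66), at 3.06 and 3.07 with the library set as a covariate, and the largest fall was in M. excellens HL-55 (log2 fold change -4.52, standard error 0.38). Over the 18 members 8 were higher on day 28, 7 lower and 3 not past the threshold, by edgeR's quasi-likelihood test on the table of reads per member with Benjamini-Hochberg adjustment. By the two-sided exact permutation test the group shares gave p = 0.1 for Gammaproteobacteria and Alphaproteobacteria, the smallest that 3 flasks against 3 allow, and p = 0.2 for Bacteroidetes.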

In general, the trends in relative gene expression activity (**Figures 2A,B**) matched our previous examination of relative genome abundance through succession cycles, notably the replacement of *A. calidilacus* HL-53 and other *Gammaproteobacteria* with members from *Alphaproteobacteria* and *Bacteroidetes* (Cole et al., 2014). However, estimates of gene expression activity from metatranscriptomics and metaproteomics differed substantially for some members. The ratio of relative gene expression activity to corresponding proteins from paired samples were higher than unity (i.e., larger metatranscriptomic estimates of abundance) for *A. marincola* HL-49, *Bacteroidetes* sp. HLUCCA01, and *A. calidilacus* HL-53 and lower (i.e., larger metaproteomic estimates of abundance) for *Phormidium* sp. OSCR, *R. calidilacus* HL-91, *Rhodobacteraceae* sp. HLUCCO18, and *S. fredricksonii* HL-109. The transcript (read)/protein (peptide) relative abundance ratios ranged nearly 100-fold across the most abundant organisms (a maximum of ∼16.6 for HL-49 and minimum of ∼0.2 for HL-109) and were relatively stable throughout the succession (**Figure 2C**). Overall, the inter-sample transcript fold change (e.g., between days 7 and 14, 14 and 21, and 21 and 28 of each of the 18 organisms correlated relatively well to inter-sample protein fold change (**Figure 2D**), exhibiting a slope near unity (with an *R*^2^ ∼ 0.46). Where discrepancies existed, changes in an organism’s share of the metaproteome tended to be larger than corresponding changes in the metatranscriptome (per-species transcript and protein abundance data are presented in **Supplementary Table S3**). To eliminate the influence of changes in member relative abundance (**Figures 2A,B**) that might otherwise obscure individual species’ gene expression patterns, mRNA reads and peptide spectral counts for all genes were normalized to the total number reads/peptides attributed to that species on a per-sample basis (see Materials and Methods). 

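The gene rpoC encodes the beta' subunit of RNA polymerase. In A. marincola HL-49 its level rose from 2996 ± 248 (SD, n = 3) RPKM on day 7 to 4765 ± 526 on day 28, a log2 fold change of 0.67 (standard error 0.17, adjusted p = 0.0084). In the 5 other dominant heterotrophs no change over the 4 days passed the threshold. The day 7 and day 28 levels were 1608 ± 233 and 1943 ± 140.5 RPKM in HLUCCA01, 2123 ± 472 and 2376 ± 463 in HL-53, 1266 ± 498 and 1312 ± 156 in HLUCCO18, 1577 ± 132 and 1872 ± 198 in HL-91, and 1436 ± 870.5 and 923 ± 91.4 in HL-109. Their log2 fold changes lay between -0.63 in HL-109 (standard error 0.40) and 0.27 in HLUCCA01 (standard error 0.20). In OSCR the 2 parts of the gene, rpoC1 and rpoC2, had log2 fold changes of -0.11 (standard error 0.31) and -0.22 (standard error 0.26). For any difference among the 4 days the adjusted p was 0.024 in HL-49 and from 0.28 to 0.86 in the other organisms (edgeR's quasi-likelihood test). With TMM normalization the log2 fold change of rpoC in HL-49 was 1.16 and no rpoC gene differed among days, while DESeq2 called 3.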

The relatively constant expression level of the highly conserved housekeeping gene *rpoC* over time across multiple species supports our use of this normalization approach (**Figures 3**–**5** and **Supplementary Table S4**).

**FIGURE 3:**
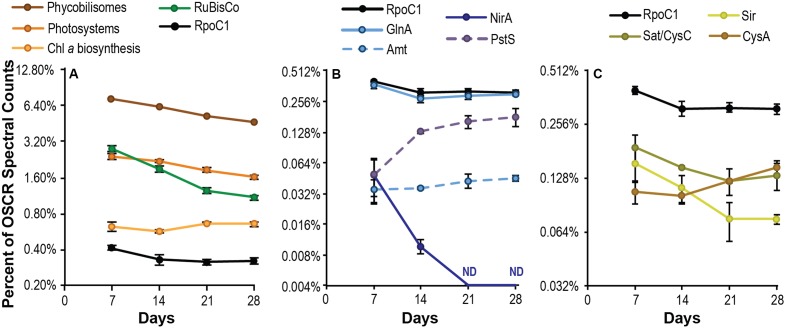
Cyanobacterial energy capture and macronutrient acquisition during succession. Expression of *Phormidium* sp. OSCR proteins involved in light energy capture and carbon fixation **(A)**, nitrogen and phosphorus acquisition **(B)** and sulfur acquisition **(C)**, expressed as a percentage of total spectral counts per sample attributed to this species. The expression of the large subunit of the cyanobacterial beta’ subunit of RNA polymerase, RpoC1, is provided for reference in all panels. Data are plotted on a log_2_ scale; error bars represent the 95% confidence interval of the mean. For energy and carbon capture systems **(A)**, data represent a sum of all the subsystem-specific cyanobacterial gene products notated in **Supplementary Table S2**.

**FIGURE 4:**
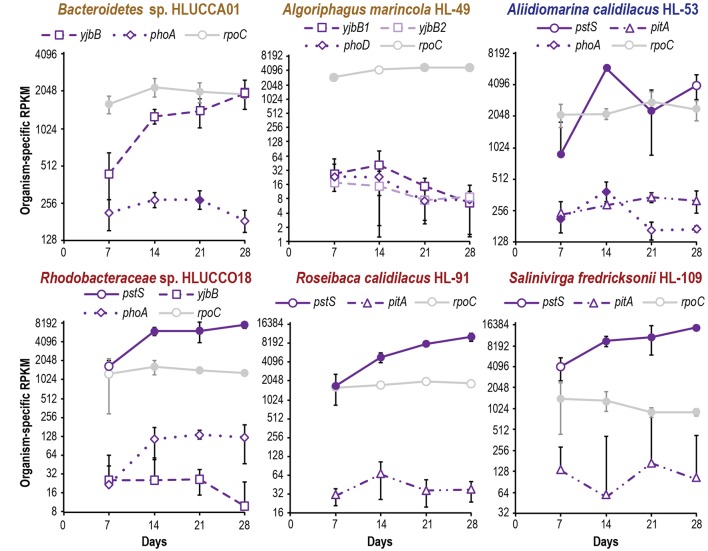
Metatranscriptomic evaluation of phosphate acquisition gene expression in major heterotrophic species during succession. Expression of the substrate-binding subunit *pstS* is plotted as an indicative gene for *pstSABC*, as other transporters and phosphates are each encoded by a single gene. In organisms where they are present, the *pst* genes are operonic and expression of *pstABC* displayed similar trends as *pstS* (**Supplementary Table S4**). Organism-specific RPKM is plotted on a log_2_ scale; error bars indicate 95% confidence interval of the mean (where the 95% confidence interval is inclusive of zero or below, negative error bars are not shown). Filled symbols indicate that two or more peptides were observed for a gene’s product at a given time point; open symbols denote no or inadequate proteomic evidence. Expression of *rpoC* is included as a reference.

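The pst operon encodes the high-affinity ABC transporter for phosphate, with PstS as binding protein, PstA and PstC as permeases and PstB as ATPase. From day 7 to day 28 all 4 genes rose in HL-53, with fold changes from 2.35 to 4.59, in HLUCCO18, from 2.61 to 4.55, and in HL-91, from 4.65 to 8.22. In HL-109 the fold changes of the 4 genes ran from 2.20 to 3.73, and pstS was the 1 gene past the threshold, with adjusted p up to 0.23 for the others. With the library set as a covariate, 3 of the 4 HL-109 genes passed. The highest adjusted p among the 4 genes was 0.034 in HL-53, 0.015 in HLUCCO18 and 0.0038 in HL-91 (edgeR's quasi-likelihood test, 3 flasks per day). The geometric mean of the 4 fold changes was 3.38, 3.33, 5.99 and 2.92 in HL-53, HLUCCO18, HL-91 and HL-109.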

**FIGURE 5:**
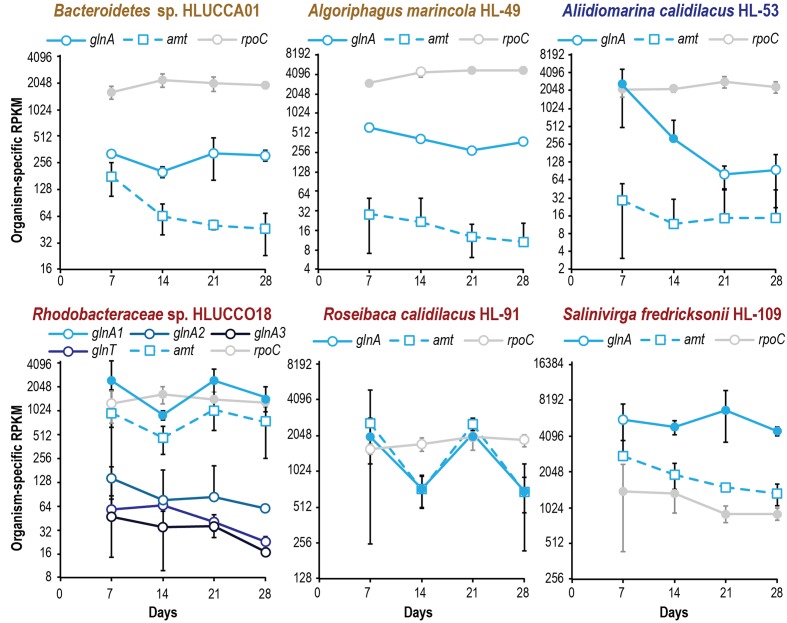
Metatranscriptomic evaluation of ammonium incorporation gene expression in major heterotrophic species reveals species-specific patterns of nitrogen limitation during succession. Organism-specific RPKM is plotted on a log_2_ scale; error bars indicate 95% confidence interval of the mean (where the 95% confidence interval is inclusive of zero or below, negative error bars are not shown). Filled symbols indicate that two or more peptides were observed for a gene’s product at a given time point; open symbols denote no or inadequate proteomic evidence. Expression of *rpoC* is included as a reference.

Metaproteomic analysis revealed large shifts in energy and macronutrient acquisition by the cyanobacterium *Phormidium* sp. OSCR during succession. As a share of its total proteome, abundance of both light-harvesting complexes (photosystems I and II) and antenna complexes (phycobiliproteins) declined steadily over time (**Figure 3A**), ending on day 28 at 66.5 and 63.6% of their respective day 7 totals and suggesting reduced per-cell light-energy capture. In contrast, production of chlorophyll *a* biosynthesis proteins remained steady. RuBisCo abundance declined over the 28-day succession, to 38.4% of the day 7 relative abundance. This indicates a substantially decreased per-cell fixation of inorganic carbon by the end of the experiment. Similarly, initially high expression of bacteriochlorophyll *a* synthesis and photosystem genes by photoheterotrophic species (*R. calidilacus* HL-91, *Porphyrobacter* sp. HL-46, and *Erythrobacter* sp. Bin15) declined ∼four-fold during succession, suggesting reduced per-cell energy capture by these species as well (**Supplementary Table S4**). 

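Genes of bacteriochlorophyll synthesis and of the photosystem together took 4.17% ± 1.21 (SD, n = 3) of the reads of HL-91 on day 7 and 2.10% ± 0.172 on day 28, 9.66% ± 1.70 and 4.65% ± 0.214 of those of Porphyrobacter sp. HL-46, and 13.0% ± 1.56 and 7.01% ± 0.806 of those of HL-111, the Erythrobacteraceae member taken here as the paper's Bin15. By day 14 the shares were 2.36% ± 0.733, 4.85% ± 0.246 and 5.59% ± 1.22. Day 28 was below day 7 by factors of 1.98, 2.08 and 1.86, with no overlap between the flasks of the 2 days in any of the 3 organisms (exact permutation p = 0.1, the smallest possible with 3 flasks against 3). For the pigment genes of HL-91 alone the flasks overlapped, at 3.14% ± 1.36 on day 7 and 1.53% ± 0.154 on day 28 (exact permutation p = 0.2). The photosystem genes of HL-91 and both parts in HL-46 and HL-111 did not overlap. In HL-91, pufL of the reaction centre fell from 2300.0 ± 697 to 558 ± 157 RPKM (log2 fold change -2.06, standard error 0.43, adjusted p = 0.0048) and puhA had a log2 fold change of -1.88 (standard error 0.38). In HL-46, chlN, a subunit of dark-operative protochlorophyllide reductase, had -2.35 (standard error 0.43), and in HL-111 pufM had -2.52 (standard error 0.54, adjusted p = 0.0051). Of the 67 listed genes, 54 had enough reads. Of these 13 were lower on day 28 (7 in HL-46, 5 in HL-91 and 1 in HL-111), none was higher and 41 did not pass, and 25 were lower when adjusted over the list alone. The study drew up this list and reported on these same libraries, so that count is not independent evidence of the direction. Fold changes were negative for 48 of the 54. For the lists in HL-91, camera gave adjusted p = 0.0012 for pigment synthesis and 0.0067 for the photosystem with a preset correlation, and adjusted p = 0.60 and adjusted p = 0.090 with an estimated correlation. Within the first library set alone the summed shares fell by factors of 2.41, 2.23 and 1.75 in HL-91, HL-46 and HL-111 (day 28 being 1 flask there), and within the second, where day 7 is 1 flask, by 1.32, 1.72 and 1.73. With the library set as a covariate 23 of the genes were lower, within the first set alone 1 and within the second 10. In HLUCCO18 the same genes took 13.6% ± 2.58 on day 7 and 10.5% ± 0.635 on day 28 (a factor of 1.30, exact permutation p = 0.3), with 0 of 23 tested genes past the threshold. HL-111 had only 945 to 8069 reads per library.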

Nitrate assimilation by *Phormidium* sp. OSCR, as measured by NirA abundance, decreased concurrently with RuBisCo and was below detection by day 21. In contrast to the substantial reduction in nitrate assimilation proteins, ammonium uptake via Amt and incorporation via GlnA were relatively stable during succession, varying less than 1.5-fold (**Figure 3B**). We also observed substantial declines in sulfate activation (Sat/CysC, reduced 31.0%) and sulfite reduction (Sir, reduced 51.3%) between days 7 and 28 (**Figure 3C**), though Cys synthase (CysA) was stable or slightly increased. A large increase in phosphate transporter abundance, as assessed by expression of the substrate-binding subunit PstS, suggested phosphate scarcity.

Metatranscriptome analysis indicated that all but one of the dominant heterotrophic members also showed signs of increasing phosphate scarcity during succession. 

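Table S4 lists 31 genes of phosphate acquisition in the 6 dominant heterotrophs, covering the pst, pit and yjbB transporters and the alkaline phosphatases, and 26 of them had enough reads to test. From day 7 to day 28, 15 rose, none fell and 11 did not pass the threshold. When adjusted over the list alone, 17 rose and 1 fell. The study chose the list and reported on these libraries, so this count is not independent evidence of the direction. By organism, 5 of 5 tested genes rose in HLUCCO18, 4 of 4 in HL-91, 4 of 7 in HL-53, 1 of 4 in HL-109, 1 of 3 in HLUCCA01 and 0 of 3 in HL-49. Over the 26 genes the median log2 fold change was 1.61. As a set against the organism's other genes, the phosphate genes were higher in HLUCCO18 (camera adjusted p = 5.2e-05, adjusted p = 0.097 with an estimated correlation) and in HL-53 (adjusted p = 0.049, adjusted p = 0.50 with an estimated correlation), where the call was lost with TMM normalization (adjusted p = 0.1), with the replicate letter as a block (0.088) and with the library set as a covariate (0.084). The other heterotrophs had fewer than 5 tested genes in the list. The calls are from edgeR's quasi-likelihood test. Within the 5 libraries of the first set alone, with 1 flask on day 28, 7 genes passed, and without replicate B on every day 5 passed. The paper takes transcript abundance to reflect the signals to which an organism is responding, and from these rises in transporter and phosphatase transcripts it proposes that every dominant heterotroph except HL-49 met increasing phosphate scarcity.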

Although it is important to note that differences in translation efficiency (Taylor et al., 2013), post-transcriptional regulation, and protein and transcript turnover rates mean that mRNA abundance is an imperfect predictor of protein abundance (Waldbauer et al., 2012). However, transcript abundance reflects the intracellular and environmental signals to which an organism is responding. Transcripts for high-affinity *pst* phosphate transporters displayed approximately four-fold increases during succession in *A. calidilacus* HL-53, *Rhodobacteraceae* sp. HLUCCO18, *R. calidilacus* HL-91, and *S. fredricksonii* HL-109, and we observed similar increases in *yjbB* expression in *Bacteroidetes* sp. HLUCCA01 (**Figure 4**). 

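In HL-53, pstS (Ga0003345_1294, from 1379093 to 1380064 on the artificial chromosome bin02_HL_53) went from 878 ± 798 (SD, n = 3) RPKM on day 7 to 5905 ± 118 on day 14, 2258 ± 1236 on day 21 and 4031 ± 953 on day 28, a log2 fold change from day 7 to day 28 of 2.20 (standard error 0.61, adjusted p = 0.013). In HLUCCO18 it went from 1664 ± 349.7 to 7587 ± 794 RPKM (2.19 on the log2 scale, standard error 0.35, adjusted p = 0.00028). In HL-91 the levels were 1709 ± 768 and 10393 ± 1421 RPKM, a log2 fold change of 2.60 (standard error 0.35, adjusted p = 0.00016), and in HL-109 4126 ± 1357 and 15305 ± 951, a log2 fold change of 1.90 (standard error 0.39, adjusted p = 0.0042). As fold changes these are 4.59 in HL-53, 4.55 in HLUCCO18, 6.07 in HL-91 and 3.73 in HL-109. The fold change in HL-53 was 9.12 without day 7 replicate C, 3.28 without day 7 replicate B and 2.94 without replicate B on every day. HLUCCA01 has no pst genes, and its sodium-phosphate symporter gene yjbB (HLUCCA01_10375) rose 4.53-fold, from 436 ± 187 to 1974 ± 454 RPKM (standard error 0.30 on the log2 scale, adjusted p = 0.00024), and 7.97-fold with TMM normalization, 8.53 with DESeq2, 9.40 with the gene-length offset, 9.38 with block and offset and 6.01 without day 7 replicate A. Its second yjbB gene (HLUCCA01_04840) had a log2 fold change of -0.65 (standard error 0.54), not past the threshold. All p-values are from edgeR's quasi-likelihood test.

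**Figure D1:**
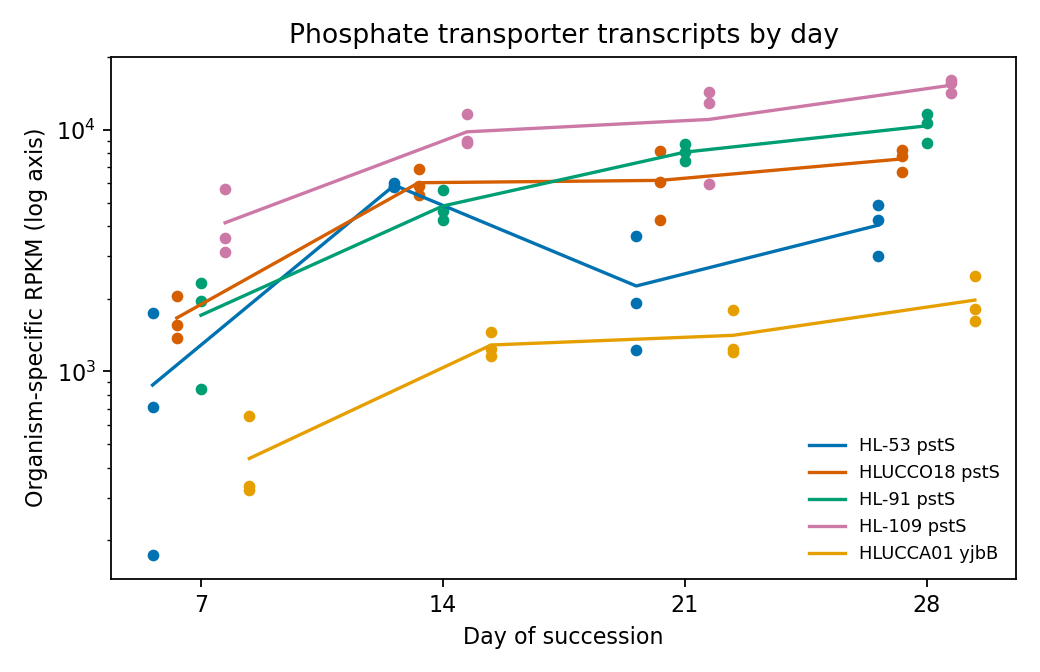
Transcripts of pstS in 4 heterotrophs and of yjbB in HLUCCA01 by day of succession, as organism-specific RPKM on a log axis. Points are the 3 flasks of each day and lines join their means; points are shifted sideways by gene to keep them apart, and HL-53 pstS had its highest mean on day 14 (5905 RPKM), the other 4 genes on day 28.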

PstS peptides were commonly observed, especially at later time points, and were among the few peptides observed from moderate-abundance members such as *M. excellens* HL-55, *Oceanicaulis* sp. HLUCCA04, and *Rhodobacteraceae* sp. HLUCCA09 (**Supplementary Table S4**), suggesting high expression within those organisms. Alkaline phosphatase genes (*phoA*, *phoD*) were also substantially upregulated in *A. calidilacus* HL-53 and *Rhodobacteraceae* sp. HLUCCO18 (**Figure 4** and **Supplementary Table S4**), though *phoA* expression in *A. calidilacus* declined after day 14, perhaps due to a reduced phosphate requirement late in the growth period. 

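The alkaline phosphatase gene phoA of HL-53 (Ga0003345_0165) rose from 213 ± 8.07 (SD, n = 3) RPKM on day 7 to 393 ± 74.7 on day 14, a log2 fold change of 0.88 (standard error 0.18, adjusted p = 0.0063). It then stood at 165 ± 28.6 RPKM on day 21 and 170.1 ± 9.58 on day 28, with a log2 fold change from day 14 to day 21 of -1.26 (standard error 0.19, adjusted p = 0.0017) and from day 7 to day 28 of -0.32 (adjusted p = 0.24). In HLUCCO18 the listed phosphatase with enough reads is phoX (HLUCCO18_09810), which rose from 21.2 ± 19.6 to 122 ± 66.3 RPKM (log2 fold change 2.36, standard error 0.70, adjusted p = 0.027) and had 114 ± 52.9 RPKM on day 14 (adjusted p = 0.11 against day 7). It had 3, 0 and 2 reads in the day 7 flasks, and its call for day 28 was lost in 6 of 15 fits that left out a library or a replicate letter (log2 fold changes from 1.84 to 3.02). The phoA gene of HLUCCA01 (HLUCCA01_01340) was at 212 ± 52.9 and 185 ± 33.3 RPKM on days 7 and 28, a log2 fold change of -0.20 (standard error 0.22, adjusted p = 0.44), which was 0.63 with TMM normalization (adjusted p = 0.013). The test was edgeR's quasi-likelihood test with n = 3 flasks per day.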

Peptides from alkaline phosphatases were observed for *Bacteroidetes* sp. HLUCCA01 and *A. calidilacus* HL-53 (PhoA) and for low-abundance member *Erythrobacteraceae* sp. HL-111 (PhoD). 

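In HL-53 the RPKM of pstS exceeded that of the low-affinity transporter gene pitA by 3.00 ± 1.36 (SD, n = 12 libraries) on the log2 scale, in 11 of 12 libraries, and that of the symporter gene yjbB by 7.48 ± 2.90, in all 12. The difference from pitA was 1.40 ± 1.45 (SD, n = 3) on day 7 and 3.65 ± 0.05 on day 28, with pitA itself at 232 ± 67.5 and 318 ± 67.6 RPKM. In HLUCCO18 pstS exceeded yjbB by 8.74 ± 2.46, in HL-91 it exceeded pitA by 6.99 ± 1.25, and in HL-109 it exceeded pitA by 6.87 ± 2.33 and yjbB by 10.93 ± 2.54, in all 12 libraries each. All 6 differences passed a two-sided exact sign-flip permutation test over the 12 libraries (p = 0.00098 for pitA of HL-53 and p = 0.00049, the smallest possible, for the others). The ratios were taken as log2 of RPKM plus a pseudocount of 1, so where a gene has almost no reads they depend on it: with a pseudocount of 10 the differences from yjbB were 6.49 in HL-53, 7.51 in HLUCCO18 and 8.87 in HL-109. Over the 12 libraries yjbB had only 29 reads in HLUCCO18 and 12 in HL-109, where it was at 0 in 7 libraries.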

In organisms expressing a Pst transporter, expression of YjbB-family symporters and low-affinity PitA transporters was much lower. These data suggested that, like the cyanobacterium, most heterotrophic community members were responding to phosphate limitation by day 14. This is interesting in that UCC-O’s biomass continued to increase nearly linearly throughout the 28-day experimental period and at day 14 is only approximately half its final value (Cole et al., 2014), suggesting these organisms respond transcriptionally to declining phosphate long before it becomes limiting for growth. Such a response may confer fitness in Hot Lake, where extreme competition for phosphate is likely, due to increases in magnesium concentrations throughout the seasonal cycle (Lindemann et al., 2013). In contrast, *A. marincola* HL-49 displayed stably low expression of both of its *yjbB* genes as well as *phoD*, suggesting this organism did not experience phosphorus limitation. In contrast to increasing phosphate transporter expression, heterotrophic expression of genes for sulfate activation, reduction of PAPS and sulfite, and cysteine synthesis was generally stable over the same period for all members (**Supplementary Table S4**).

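Between days 7 and 14, 11 of the 26 tested phosphate genes rose, none fell and 15 did not pass the threshold (14 rose when adjusted over the list alone, on a list the study chose for these libraries). All 4 pst genes rose in HL-53, with fold changes from 2.56 to 6.71, and in HLUCCO18, from 2.74 to 3.63. The yjbB gene of HLUCCA01 rose by 1.56 on the log2 scale (standard error 0.29, adjusted p = 0.0038). In HL-91 only pstS passed (log2 fold change 1.50, standard error 0.34, adjusted p = 0.041) and in HL-109 none did (pstS 1.26, standard error 0.39, adjusted p = 0.14), with fold changes of the 4 genes from 1.80 to 2.83 and from 1.73 to 2.40. These calls are from edgeR's quasi-likelihood test with 3 flasks per day. With the library set as a covariate 17 genes rose by day 14, all 4 pst genes of HL-91 and 1 of HL-109 among them. With only the libraries of days 7 and 14 in the model 7 rose, within the first library set alone (1 flask on day 14) 1, and without replicate B on every day 0.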

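The yjbB genes of HL-49 were at 17.7 ± 5.99 (SD, n = 3) RPKM on day 7 and 8.91 ± 5.66 on day 28 (K302DRAFT_0554) and at 27.1 ± 14.1 and 6.46 ± 4.48 (K302DRAFT_0019), and its phosphatase gene phoD at 23.6 ± 27.3 and 7.84 ± 6.76. On day 14 these genes were at 14.5 ± 13.8, 41.7 ± 34.9 and 22.7 ± 11.8 RPKM. The log2 fold changes from day 7 to day 28 were -1.03 (standard error 0.89, adjusted p = 0.39), -2.02 (standard error 0.82, adjusted p = 0.073) and -1.68 (standard error 1.00, adjusted p = 0.21), so no change passed the threshold of edgeR's quasi-likelihood test. On leaving out a library or a replicate letter they ran from -1.58 to -0.70, from -3.20 to -1.42 (past the threshold in 1 case) and, for phoD, from -2.49 without day 28 replicate A to -0.51 without day 7 replicate A. They had 1 to 21, 3 to 32 and 0 to 24 reads per library, so a fall within these standard errors was not detectable at this depth.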

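Of 53 listed genes of sulfate uptake, activation, reduction and cysteine synthesis in the 6 dominant heterotrophs, 35 had enough reads, and 7 of these differed among the 4 days while 28 did not (6 when adjusted over the list alone, on a list the study chose for these libraries). These 7 were 3 of 9 tested genes in HLUCCA01, 2 of 11 in HL-49 and 2 of 8 in HL-53. HLUCCO18, HL-91 and HL-109 had 0 of 2, 0 of 3 and 0 of 2. Of all tested genes 1225 of 2663 differed in HLUCCA01, 968 of 3356 in HL-49 and 793 of 2430 in HL-53. In HLUCCO18, HL-91 and HL-109 it was 107 of 1216, 95 of 1168 and 16 of 985. In this test of any difference among days, sulfate genes differed more often than all tested genes in no organism. HLUCCO18, HL-91 and HL-109 had only 2 or 3 sulfate genes to test. Between days 7 and 28 alone, 4 of the 35 sulfate genes were higher and 5 lower (3 and 3 when adjusted over the list alone). Of these, 2 and 4 were in HLUCCA01, so 6 of its 9 passed, against 1454 of 2663 of all its genes. In HL-49 it was 2 of 11 against 1101 of 3356, and in HL-53 1 of 8 against 841 of 2430. HLUCCO18, HL-91 and HL-109 had none. In HL-49 cysH, which encodes a reductase of activated sulfate, rose from 14.7 ± 16.9 (SD, n = 3) RPKM on day 7 to 139 ± 34.6 on day 28 (log2 fold change 3.47, standard error 0.61, adjusted p = 0.0008), and cysN of sulfate activation rose from 21.4 ± 21.9 to 80.7 ± 15.9 (2.02 on the log2 scale, standard error 0.54). In HL-53 cysQ fell by 1.32 on the log2 scale (standard error 0.42), and cysN differed among days with a log2 fold change to day 28 of -0.40 (adjusted p = 0.066). The other 3 genes were transporters of HLUCCA01, where a sulP family gene fell from 339 ± 151 to 65.7 ± 36.8 RPKM and a DASS family gene (HLUCCA01_11515) from 95.7 ± 34.4 to 14.0 ± 13.8. The remaining gene, HLUCCA01_02735 of the DASS family, peaked at 758 ± 70.6 RPKM on day 14, and its day 28 log2 fold change of -0.54 was 0.27 with TMM normalization. Leaving out a library or a replicate letter lost the call between days 7 and 28 in 5 of 15 fits for cysQ of HL-53, 5 of 15 for HLUCCA01_11515, 7 of 15 for HLUCCA01_02735, 4 of 15 for cysN and 1 of 15 for cysH of HL-49, and 1 of 15 for the sulP gene; cysQ did not pass over the list of HL-53 alone. Without transporters, 4 of 23 tested genes differed among days. The test was edgeR's quasi-likelihood test for any difference among days. DESeq2 called 11 of the 35 genes, the model with the library set 12, the second set alone 13 (1 flask on day 7) and the first set alone 3 (1 flask on days 14, 21 and 28).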

Though unified (excepting *A. marincola* HL-49) in their expression patterns of phosphate and sulfate acquisition genes, the dominant heterotrophic members of UCC-O exhibited very divergent responses in expression of nitrogen acquisition genes. 

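Genes for assimilatory nitrate reductase (nasA) and nitrite reductase (nirB) were annotated in the gammaproteobacteria HL-48, HL-58 and HL-93. Over the 12 libraries together nasA had 2 reads in HL-48, 1 in HL-58 and 8 in HL-93, and the nirB genes had 2 in HL-48, 3 each for the 2 loci of HL-58 and 2 in HL-93. No library held more than 3 reads of any of these genes. The organisms themselves had 306 to 8506 reads per library (HL-48), 264 to 6355 (HL-58) and 650 to 9538 (HL-93). At the median depth, 3 reads correspond to 842 to 2574 RPKM depending on the gene, so a gene at a lower level gives fewer than 3 reads on average in such a library. By mean RPKM over the libraries these genes stood between the 24.7 and 82.9 percentiles of their organism's genes. Such ranks are no measure of expression, since only 1 to 8 reads fell on each of these genes. None reached the minimum of 10 reads in 3 libraries, so no change over days was tested.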

The abundance of gammaproteobacteria capable of assimilating nitrate were very low throughout the growth period and provided no conclusive evidence of *nasA* or *nirB* expression; consequently, the majority of community nitrate assimilation was assumed to be cyanobacterial. We therefore used expression of genes involved in ammonium uptake (*amt*-family transporters) and incorporation (glutamine synthetases *glnA* and *glnT*) as markers of heterotrophic nitrogen starvation, as these genes are known to be induced under nitrogen limitation in model organisms (Hervás et al., 2008; Zimmer et al., 2000). 

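The gene amt encodes an ammonium transporter and glnA glutamine synthetase. Over the 12 libraries Pearson's r between amt and glnA was 0.863 in HLUCCO18 (Spearman's rho 0.811, permutation p = 0.00038 and p = 0.0022), 0.685 in HL-91 (rho 0.664, p = 0.017 and p = 0.022) and 0.70 in HL-53 (rho 0.711, p = 0.011 and p = 0.013). It was 0.119 in HLUCCA01 (rho 0.0210, p = 0.71), 0.366 in HL-109 (rho 0.245, p = 0.25) and 0.346 in HL-49 (rho 0.336, p = 0.27). Adjusted over these 6 organisms by Benjamini-Hochberg, the permutation p of r was 0.0023 in HLUCCO18, 0.035 in HL-91 and 0.032 in HL-53. The amt gene of HL-53 had few reads, and none in some libraries, so its r rests partly on values near the floor. Leaving out a library or a replicate letter lost the call in 1 of 15 cases in HLUCCO18, 8 of 15 in HL-91 (without day 7 A, day 14 B, day 21 A, B or C, day 28 C, replicate A or replicate B; lowest r 0.603) and 6 of 15 in HL-53, and with log2 CPM after TMM HL-91 was also lost (adjusted p = 0.067). Centred within replicate letter, r was 0.689 in HL-109 and 0.653 in HL-49, past the threshold in both (adjusted permutation p = 0.015 and 0.023). Without the 2 libraries farthest from the median amt level r was 0.673, 0.506 and 0.751. Values were log2 of RPKM plus 1. With values centred within the library sets r was 0.863 in HLUCCO18, 0.839 in HL-91, 0.388 in HL-53 (adjusted p = 0.21 by the permutation test), 0.475 in HLUCCA01 and 0.619 in HL-109. Within the 7 libraries of the second set alone it was 0.865, 0.753 and 0.822 in HLUCCO18, HL-91 and HL-53 (adjusted exact permutation p = 0.075, 0.12 and 0.075), and within the 5 of the first set 0.869, 0.969 and -0.242 (adjusted exact permutation p = 0.17, 0.1 and 0.57). Centred within day, which leaves only differences between flasks of a day, r was 0.826, 0.142 and 0.693.

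**Figure D2:**
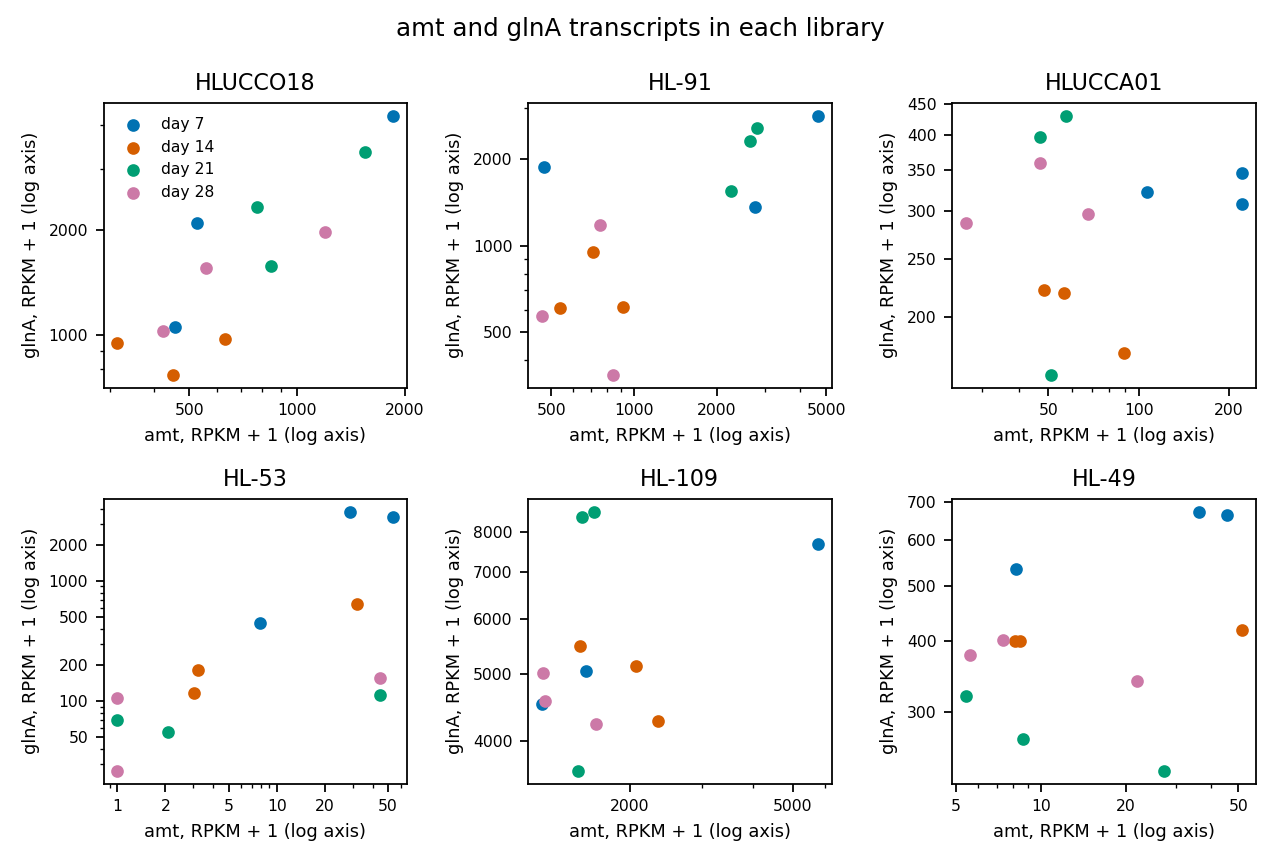
Transcripts of amt (horizontal) and glnA (vertical) in 6 heterotrophs, as organism-specific RPKM plus 1 on log axes. Each point is 1 of the 12 libraries, coloured by day; r runs from 0.119 in HLUCCA01 to 0.863 in HLUCCO18.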

In *Rhodobacteraceae* spp. HLUCCO18 and *R. calidilacus* HL-91, *glnA* and *amt* were tightly co-expressed (**Figure 5**) but were decoupled in *Bacteroidetes* sp. HLUCCA01, *A. calidilacus* HL-53, and *S. fredricksonii* HL-109. Both *Bacteroidetes* sp. HLUCCA01 and *S. fredricksonii* HL-109 exhibited high and stable expression of *glnA* and high and declining transcription of *amt*, respectively, suggesting nitrogen limitation for these species was greatest early in succession and declined thereafter. 

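In HLUCCA01 amt (HLUCCA01_05240) fell from 182 ± 66.0 (SD, n = 3) RPKM on day 7 to 63.6 ± 21.8 on day 14 and 46.2 ± 20.7 on day 28, a log2 fold change to day 28 of -1.99 (standard error 0.40, adjusted p = 0.0018) that was -1.20 with TMM normalization (adjusted p = 0.0072). Its glnA stood at 325 ± 19.7, 204 ± 26.6, 329 ± 147 and 313 ± 40.0 RPKM on days 7, 14, 21 and 28 (adjusted p = 0.19 for any difference among days). In HL-109 glnA was at 5752 ± 1692 and 4608 ± 389 RPKM on days 7 and 28 (log2 fold change -0.32, standard error 0.38), and amt at 2845 ± 2532 and 1369 ± 244 (-1.04 on the log2 scale, standard error 0.45, adjusted p = 0.19), a difference within the spread of the flasks that was 0.00 without day 7 replicate A and -1.42 without day 7 replicate B. The test was edgeR's quasi-likelihood test. HL-109 is the dominant member with the fewest reads, and its day 7 libraries hold 8709 to 14888.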

Coexpression of *amt* and the major *glnA* genes in the *Rhodobacteraceae* spp. alternated between highs on days 7 and 21 and lows on days 14 and 28, suggestive of alternating nitrogen-deplete and -replete conditions for these two species. 

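In HL-91 amt (Ga0058931_3034) had means of 2622 ± 2096 (SD, n = 3), 719 ± 188, 2558 ± 276 and 684 ± 198 RPKM on days 7, 14, 21 and 28, and glnA (Ga0058931_2929) 2017 ± 738, 724 ± 198, 2129.9 ± 521 and 701 ± 426. In HLUCCO18 the means were 947 ± 790.5, 464 ± 158, 1054 ± 427 and 726 ± 416 RPKM for amt (HLUCCO18_09000) and 2466 ± 1630.1, 898 ± 112, 2417 ± 888 and 1519 ± 473 for the major glnA (HLUCCO18_03740). From day 14 to day 21 every day 21 flask was above every day 14 flask for both genes of both organisms (exact permutation p = 0.1, the smallest that 3 flasks against 3 allow). From day 21 to day 28 the flasks did not overlap in HL-91 (exact permutation p = 0.1) but did in HLUCCO18 (exact permutation p = 0.4 for amt and 0.2 for glnA), and from day 7 to day 14 they overlapped for amt in both (exact permutation p = 0.4 in each), whereas for glnA every day 14 flask was below every day 7 flask in both (exact permutation p = 0.1 in each). Over all genes of the organism, none of the 12 steps passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 9 had an unadjusted p under 0.05. For HL-91 the log2 changes at the 3 steps were -1.89, 1.86 and -1.90 for amt (adjusted p = 0.13, 0.12 and 0.59) and -1.46, 1.54 and -1.57 for glnA. For HLUCCO18 they were -1.03, 1.17 and -0.54 for amt and -1.45, 1.42 and -0.67 for glnA. The adjusted test for any difference among the 4 days passed in HL-91 (adjusted p = 0.025 for amt and 0.018 for glnA) and not in HLUCCO18 (0.37 and 0.073). Of the 12 steps, 8 passed with the library set as a covariate, 7 within the second set alone, where day 7 is 1 flask, and 4 with DESeq2.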

Alternate glutamine synthetase genes (*glnA2, glnA3*, and *glnT*) in *Rhodobacteraceae* sp. HLUCCO18 were poorly expressed and did not show significant variation over time. Similarly, ammonium transporters were poorly expressed in *A. marincola* HL-49 and *A. calidilacus* HL-53 despite consistently high expression of *glnA* in HL-49 and initially high expression in HL-53. 

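The other glutamine synthetase genes of HLUCCO18 had few reads: 3 to 17 per library for HLUCCO18_15480, 0 to 9 for HLUCCO18_15495 and 1 to 7 for glnT (HLUCCO18_13200). Their levels were 143 ± 50.8 (SD, n = 3) and 59.6 ± 19.2 RPKM on days 7 and 28 for the first, 46.6 ± 28.6 and 16.9 ± 6.47 for the second and 57.4 ± 63.9 and 22.5 ± 14.6 for glnT. HLUCCO18_15480 was the 1 gene of these with enough reads to test, with a log2 fold change of -1.29 (standard error 0.67, adjusted p = 0.22 from edgeR's quasi-likelihood test) and adjusted p = 0.56 for any difference among days. Changes in the others were not detectable at this depth.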

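The ammonium transporter gene amt of HL-49 (K302DRAFT_2818) was at 29.0 ± 19.5 (SD, n = 3), 21.7 ± 25.0, 12.8 ± 11.7 and 10.6 ± 8.97 RPKM on days 7, 14, 21 and 28, from 6 to 19 reads per library, whereas its glnA (K302DRAFT_0468) was at 623 ± 77.3, 405 ± 10.5, 275 ± 41.6 and 372 ± 30.7. The glnA level of HL-49 fell by 0.74 on the log2 scale from day 7 to day 28 (standard error 0.16, adjusted p = 0.0031), a call that was not made with TMM normalization (log2 fold change -0.23, adjusted p = 0.51). In HL-53 amt (Ga0003345_1016) was at 29.3 ± 23.1 and 14.5 ± 25.1 RPKM on days 7 and 28 (log2 fold change -1.72, standard error 1.98, adjusted p = 0.53), with 0 to 88 reads per library. On day 28 it had 4, 0 and 0 reads, so the size of the change rests on day 28 replicate A (log2 fold change -0.65 without day 28 replicate B, and 0 reads on day 28 without replicate A). The test was edgeR's quasi-likelihood test with 3 flasks per day.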

Expression of the *A. calidilacus glnA* declined precipitously (∼25-fold) by day 28, suggesting dramatically reduced ammonium incorporation late in the succession period. These data suggested that *A. marincola* and *A. calidilacus* may acquire their nitrogen from nitrogenous organic compounds provided by other members rather than direct incorporation of deamination-derived ammonium, and that *A. calidilacus* may switch its major nitrogen source during succession. 

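The glnA gene of HL-53 (Ga0003345_0910, from 966879 to 968288 on the artificial chromosome bin02_HL_53) encodes a type I glutamine synthetase. It was at 2546 ± 1824 (SD, n = 3) RPKM on day 7, 315 ± 289.8 on day 14, 78.3 ± 29.6 on day 21 and 95.1 ± 65.0 on day 28. This is a 27.8-fold fall from day 7 to day 28 (log2 fold change -4.80, standard error 0.89, adjusted p = 0.001 from edgeR's quasi-likelihood test). From day 7 to day 14 it fell by 3.03 on the log2 scale (standard error 0.76, adjusted p = 0.02), with flasks that overlap (exact permutation p = 0.2). Every day 28 flask was below every day 7 flask (exact permutation p = 0.1, the smallest that 3 against 3 allow). With the library set as a covariate the log2 fold change was -3.63 (adjusted p = 2.8e-05), within the first set alone, where day 28 is 1 flask, -4.55, not past the threshold, and within the second, where day 7 is 1 flask, -2.49, so neither set alone is a replicated comparison.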

Taken together, these data suggest that, in contrast to response to phosphate limitation observed at the whole community level, nitrogen limitation is highly specific to individual species and impacts species differentially during succession.

### Linking Expression Patterns to Energy and Nutrient Cycling during Succession

Although community-level functional potential and gene expression patterns in aquatic, phototrophic biofilms have been examined previously (Klatt et al., 2013; Leary et al., 2014; Graham et al., 2015; Sanli et al., 2015), combining species-resolved metagenomics with metatranscriptomics and metaproteomics provides a new approach for predicting the dynamics of energy and nutrient cycling at the level of individual species within a community context. This approach predicts the routes by which energy and elements enter communities, which is key to understanding how their interactions influence community dynamics and biogeochemical cycles. In this work, we used a tractable, phototrophic consortium, for which complete, species-resolved genomic information is available, to predict which species could serve as net “importers” of community energy and elemental resources and to examine species-specific energy and nutrient responses over biofilm succession. As the UCC biofilms are closed systems except for light energy input and gas exchange, each replicate can be treated as an individual microecosystem with respect to nutrient cycling (Gorden et al., 1969). Despite sequential passage in medium containing only inorganic macronutrients, we found a surprising lack of genomic potential in the dominant community members to assimilate these resources. This likely reflects extensive metabolic interdependency among species, especially heterotroph dependence upon the cyanobacterium for acquisition of all macronutrients (excepting phosphorus).

We evaluated individual-member functional responses during succession using metatranscriptomic and metaproteomic analyses of identical samples. Although the two approaches agreed well on the direction and magnitude of within-organism changes in gene expression activity, they disagreed sharply in their estimation of relative activity across organisms. Interestingly, these patterns displayed taxon-specificity, with *Bacteroidetes* members exhibiting substantially greater relative abundances (∼10-fold) in the metatranscriptome than in the metaproteome. 

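HL-53 held 28.3% ± 8.15 (SD, n = 3) of the protein-coding reads of the consortium on day 7, 20.3% ± 4.35 on day 14, 9.68% ± 3.22 on day 21 and 3.28% ± 2.20 on day 28. Its share fell by a factor of 8.61 from day 7 to day 28 (log2 fold change -3.11, standard error 0.47, adjusted p = 2.6e-05 from edgeR's quasi-likelihood test over the 18 members), and with the library set as a covariate the log2 fold change was -3.52. The single flasks held 24.6, 22.6 and 37.6% on day 7 and 1.35, 5.68 and 2.82% on day 28, without overlap (exact permutation p = 0.1, the smallest that 3 against 3 allow).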

Transcript: protein abundance ratios were relatively stable over time, though member relative abundances in each measurement varied up to ∼10-fold, suggesting that these ratios are properties of the organisms and not solely the result of member abundances or growth rates (e.g., the transcript:protein ratio of *A. calidilacus* HL-53 remains stable despite a ∼10-fold reduction in relative abundance in each; **Supplementary Table S2**). Variation in this ratio potentially stems from differences in cell size and/or biomass, species-level variability in extraction efficiency for RNA versus protein, or organismal regulatory strategies; however, nearly 100-fold differences between transcript and protein abundances for some species suggests that extreme caution be exercised when using either approach to evaluate which microbial populations within a community are “active” (Siggins et al., 2012; Kolmeder and de Vos, 2014; Satinsky et al., 2015; Thureborn et al., 2016).

During succession, autotroph energy, carbon, nitrogen, and sulfur uptake decrease substantially, a phenomenon that has been long-observed in other phototrophic biofilms (Cooke, 1967). Phosphorus limitation in UCC-O by day 14, displayed by increased expression of phosphate acquisition genes across all members except *A. marincola* HL-49, likely caused a decline in the cyanobacterial growth rate and, consequently, the abundance of cyanobacterial inorganic carbon, nitrogen, and sulfur acquisition proteins. Despite this decline in acquisition of new, oxidized nitrogen (nitrate) and sulfur (sulfate) resources by *Phormidium* sp. OSCR late in succession, abundances of glutamine synthetase and cysteine synthase suggested stable incorporation of reduced nitrogen and sulfur into amino acids over the entire period. This suggests a shift late in succession from *de novo* synthesis toward cyanobacterial recycling of community reduced nitrogen and sulfur stores into amino acids. Notably, declines in cyanobacterial sulfate reduction were less extensive than for nitrate, suggesting the possibility of a loss process for bioavailable sulfur (i.e., biological or chemical sulfur oxidation) not present for nitrogen. Though transitions from open to closed biogeochemical cycles and reductions in energy capture as communities mature have been long-predicted (Odum, 1969), our data suggest that these transitions are mediated by divergent gene expression responses at the level of individual species. In this study, phosphate limitation appeared to usher in the transition from early successional phases with relatively high cellular growth rates and correspondingly high acquisition of oxidized resources (e.g., nitrate, sulfate) to more mature, slower growth phases where recycling of reduced forms appears to dominate. Though the mechanism for phosphate limitation in Hot Lake and its derived cultures (insolubility due to high Mg^2+^) is unusual, it should be noted that phosphorus scarcity is common in periphyton biofilms (Rejmánková and Komárková, 2000; McCormick et al., 2001; Borovec et al., 2010; Hagerthey et al., 2011).

The gene expression patterns of heterotrophic and photoheterotrophic consortium members mirrored those of the cyanobacterium with respect to energy, sulfur, and phosphorus acquisition, but diverged with respect to nitrogen acquisition. Species-specific expression of macronutrient acquisition genes was largely consistent with prior taxonomy-based predictions of member functional roles (Cole et al., 2014). It is noteworthy that the only organism that does not show elevated transcription of phosphate-acquisition genes during succession is *A. marincola* HL-49, which displays high *glnA* but very low *amt* expression. This suggests a detritivorous role in which it acquires its phosphorus from detrital nucleic acids. This suggestion is somewhat supported by the preferential localization of *A. marincola* HL-49 in UCC biofilms to cyanobacterial cells that appear to have compromised membrane integrity, lacking significant photopigment fluorescence and phase contrast (**Figure 6**). If true, this may make *A. marincola* HL-49 a potential keystone species for liberation of otherwise-inaccessible phosphorus resources. Nucleic acid turnover may therefore be an ecological role important for maximizing sustainable biomass in periphyton biofilms through increases in the velocity of phosphorus cycling.

**FIGURE 6:**
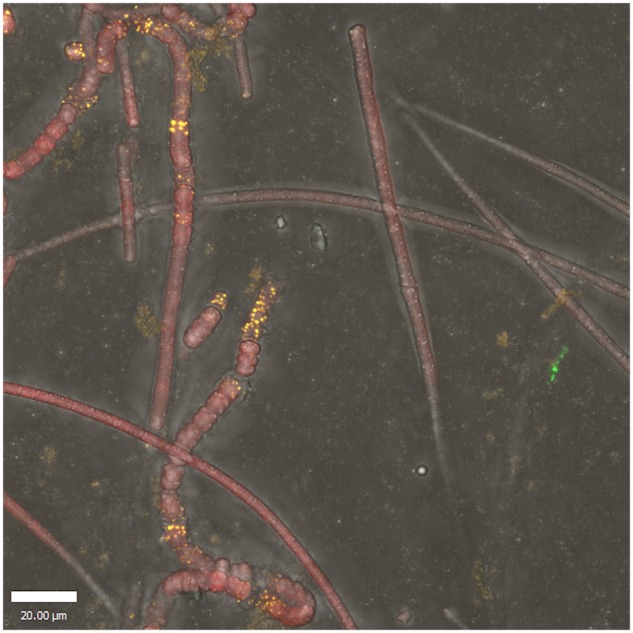
Localization of *A. marincola* HL-49 within UCC-O biofilms via fluorescence *in situ* hybridization. Image represents a maximum-intensity Z-projection of a stack of confocal images, scale bar denotes 20 mm. Fluorescence intensity from FISH probes targeted against *A. marincola* HL-49 16S ribosomal RNA is depicted in yellow. Cyanobacterial chlorophyll *a* and phycocyanin auto-fluorescence intensity appear in red within filaments of *Phormidium* sp. OSCR. Fluorescence images are overlaid upon a differential interference contrast image of consortium biomass to display cell boundaries.

Similarly to *A. marincola* HL-49, the hypothesized protein degrader *A. calidilacus* HL-53 (Hou et al., 2004) also exhibits low *amt* but initially high *glnA* expression, suggesting consumption of nitrogen-containing molecules (e.g., amino acids) as carbon and energy sources. As both *A. marincola* (Yoon et al., 2004) and *A. calidilacus* are likely to express extracellular proteases, either of these organisms may facilitate nitrogen availability to other members via deamination. A combination of declining population sizes and ammonium production of *A. calidilacus* HL-53 could also contribute to the day 21 nitrogen limitation of the *Rhodobacteraceae* spp. HLUCCO18 and HL-91. We hypothesize that differences in expression of ammonium incorporation genes across community members reflect species-specific consumption of different nitrogen sources that fluctuate in availability.

The predicted inability of many heterotrophs in the consortia to access oxidized forms of macronutrients, therefore relying upon metabolic exchange to supply these elements, concurs with our recent demonstration of a similar lack of acquisition systems in genomes reconstructed from Hot Lake-derived metagenomes (Mobberley et al., 2017). Of the 34 genome reconstructions reported in this study, 18 appeared to lack the ability to generate ammonium from more oxidized nitrogen sources and 23 lacked genes required for sulfate assimilation. That these genes are missing even within complete genomes from UCC heterotrophs (Nelson et al., 2016) further suggests that these functions are not lacking in mat metagenome-derived genome reconstructions solely due to incomplete genome information. Organisms lacking these functions were substantially more common at depth in the mat compared with overlying strata in closer communication with the water column (Mobberley et al., 2017). This is expected in that reduced forms of macronutrients (i.e., nitrogen, sulfur) that otherwise might be oxidized by other microbes as energy sources should be more stable in regions of the mat that are suboxic for at least some period. However, the data presented here suggest that stable metabolic interactions, in which heterotrophs are completely dependent upon other organisms for reduced macronutrients, occur reproducibly in ∼100 μm-thick phototrophic biofilms exposed to continuous light. We therefore submit that the ecological importance of such obligate interactions in phototrophic biofilms is not necessarily reflected by the fraction of reconstructed genomes predicted to lack acquisition systems. Furthermore, this study suggests that organismal specialization around different nitrogenous compounds may be a mechanism supporting maintenance of diversity as magnesium levels increase in Hot Lake and reduce phosphorous bioavailability.

Taken together, our results suggest the heterotrophs in UCC-O are generally phosphorus-replete but nitrogen-limited early in succession, after which phosphorus becomes limiting. They also suggest that the availability of distinct nitrogen sources might partition and structure diverse phototrophic microbial communities when phosphate, for which many organisms must directly compete, is sparingly available. In phosphorus-limited periphyton biofilms, niche partitioning around nitrogen sources may therefore help maintain the high diversity of these communities (Larson et al., 2016). As genome reconstruction from metagenome data becomes more accurate and omics measurements more sensitive and quantitative, it will enable similar studies in multiple phototrophic biofilm systems in the field to determine whether niche partitioning around nitrogen sources is a common community response to phosphate limitation in natural systems.

## Author Contributions

SL, JF, and MR designed the experiment, SL, JM, WN, and MR generated genome predictions, SL and JC performed succession experiments, LM, RT, and HW performed metatranscriptomic analyses, EH and ML performed metaproteomic analyses, SL, JM, and MR analyzed genome-resolved expression data, and all authors contributed to the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 www.ebi.ac.uk/ena

2 https://www.ncbi.nlm.nih.gov/genbank/

3 https://img.jgi.doe.gov/cgi-bin/mer/main.cgi

## Supplementary Material

TABLE S1 Accession numbers for unicyanobacterial consortium isolate genomes and genome reconstructions.

TABLE S2 Member genes predicted to be involved in energy or macronutrient acquisition.

TABLE S3 Per-sample RNA read and peptide abundances attributed to each consortium member genome.

TABLE S4 Expression of energy and macronutrient acquisition genes by each consortium member during succession.

# Supplementary material for: Predicting Species-Resolved Macronutrient Acquisition during Succession in a Model Phototrophic Biofilm Using an Integrated ‘Omics Approach
**Source:** Front Microbiol. 2017 Jun 13;8:1020. doi: 10.3389/fmicb.2017.01020
**Supplement:** Supplementary file 5

***Supplementary Notes on Genome Annotation***

*Energy*

1. Sequence analysis alone is incapable of differentiating anaerobic from aerobic photosystems as both contain structurally and phylogenetically similar reaction centers and light-harvesting antenna complexes (Yurkov and Csotonyi, 2009).
2. In *Bacteroidetes* sp. HLUCCA01, *Rhodobacteraceae* sp. HLUCCA09, and *Erythrobacteraceae* sp. HL-111, the putative rhodopsin contains the RYXN(X_10_)Q transport motif characteristic of the NQ family of rhodopsins rather than the RYXD(X_10_)E proton-transport motif; NQ rhodopsins are common in hypersaline environments (Kwon *et al.*, 2013) and have recently been shown to transport sodium ions (Balashov *et al.*, 2014). This suggests that rhodopsins may perform other functions besides maintaining proton-motive force for ATP generation in these organisms, such as regulating osmotic pressure or driving efflux pumps via cation antiport (Fuhrman *et al.*, 2008).
3. RuBisCo catalyzes the addition of carbon dioxide to ribulose-1,5-bisphosphate and is required for the Calvin-Benson-Bassham reductive pentose phosphate cycle of carbon fixation (Tabita *et al.*, 2007; Erb *et al.*, 2012). Although *Bacteroidetes* sp. HLUCCA01 also contains an *rbcL* homolog, its catalytic motif is similar to the form IV RbcLs of *Rhodopseudomonas palustris* (gi: 77687805) and *Rhodospirillum rubrum* (gi: 48764419) as it is ~100 residues shorter than form I-III RbcLs and His replaces the canonical Glu^204^ residue in the catalytic motif (Carré-Mlouka *et al.*, 2006). Form IV Rubiscos, also termed RuBisCo-like proteins, have been found to lack the ability to fix carbon dioxide but instead catalyze an enolization reaction important for the salvage of methionine from methylthioadenosine (Tabita *et al.*, 2007; Erb *et al.*, 2012). Consequently, this gene is unlikely to permit autotrophy in *Bacteroidetes* sp. Bin01. HLUCCA01.
4. *Roseibaca calidilacus* HL-91, *Marinobacter* sp. HL-58, *Marinobacter excellens* HL-55, and *Algoriphagus marincola* HL-49 encode thioredoxin-dependent adenosine 5’-phosophosulfate (APS) reductases (TIGR2055 family); these enzymes are capable of reducing both APS and PAPS to sulfite.

How the deposited data were processed for this re-analysis (not part of the article)

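RNA was extracted by the authors from the phototrophic biofilm consortium UCC-O (the cyanobacterium Phormidium sp. OSCR with 17 heterotrophic members) on days 7, 14, 21 and 28 of succession, in 3 parallel flasks per day, which gives 12 libraries. Each flask is a separate culture, and day and replicate letter were read from the labels of the libraries. The authors made the libraries with the SOLiD Total RNA-Seq kit, mapped the reads in color space with LifeScope at default parameters to artificial chromosomes of concatenated genomes and contigs separated by 10 ambiguous bases, and counted reads per gene. The tool that counted reads, the treatment of reads that map to several places and the strand are not given in the sources used here. Each of the 12 files holds, for 60825 genes, whole-number counts and RPKM computed by the authors within each organism. Recomputed from the counts, the gene lengths and the organism totals, the RPKM of the files came back within 1% for 99.2 to 99.8% of genes. Of the repeated locus tags, 15 per file, 1 copy was kept. The files hold 19 organisms. The partial genome HLUCCA24 (541 genes, 0.00754 to 0.0911% of reads) is outside the 18 members of the paper and was left out. Gene lengths were whole multiples of 3 for 99.7% of genes, and 84.6% of genes could be placed on the artificial chromosomes by their locus tag.

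Changes between days were tested for OSCR and the 6 heterotrophs the paper calls dominant, each on its own, from the counts with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F test, organism total as library size, day as a factor, all 12 libraries). Genes with at least 10 reads in at least 3 libraries were tested, p-values were adjusted by Benjamini-Hochberg within organism and comparison, and the threshold was 0.05. The comparisons were day 28 against day 7, each neighbouring pair of days, day 21 against day 7, and any difference among the 4 days. The same test on reads per member was used for the organisms' shares of all protein-coding reads of the 18 members. HL-46 and HL-111 were fitted the same way for their photosynthesis genes. The paper names no statistical test for its transcript values and shows means with 95% confidence intervals.

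Levels are means, with the SD of 3 flasks, of RPKM recomputed from the counts within each organism. Differences of single values between days also have a two-sided exact permutation test, which with 3 flasks against 3 cannot give a p under 0.1. Correlations of amt with glnA over the 12 libraries are Pearson's r and Spearman's rho on log2 of RPKM with a pseudocount of 1, with two-sided permutation tests (100000 resamples, exact below 10 libraries). Ratios of pstS to pitA and yjbB were tested by an exact sign-flip permutation over the 12 libraries. Gene sets were the 7 sheets of Table S4 (phosphate, sulfate, nitrogen, carbon, photopigment, photosystem and rpoC genes) and 13 lists picked by words in the product names (ribosomal proteins, ATP synthase, chaperones, flagella and chemotaxis, TonB-dependent receptors, peptidases, nucleases, phycobilisome, oxidative stress, cytochrome oxidases, mobile elements, amino acid and peptide uptake, and Pho regulation with polyphosphate). They were tested with camera (preset correlation 0.01, and estimated correlation) and fry in limma 3.58.1, where at least 5 genes of a list were tested. Camera compares a list with the organism's other genes, whereas fry asks whether the genes of a list move, on balance, to one side.

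Genes named in the text follow a rule set before the data were examined: every gene of Table S4 in OSCR, the 6 dominant heterotrophs, HL-46 and HL-111, nasA and nirB of any member (whose values in Table S4 had been seen), and for each of the 7 organisms the 5 largest increases and the 5 largest decreases from day 7 to day 28 among genes past the threshold whose flasks do not overlap, leaving out genes without a product name. Of the genes this rule gives, the ones printed were chosen after their values were seen. HLUCCO16_01990, HLUCCO16_19470 and HLUCCO18_18425 fall outside the rule and were chosen after their values were seen.

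On data simulated at these depths with 200 changed genes, 4-fold changes were called for 77% of genes in OSCR, 79% in HLUCCA01, 59% in HL-49, 72% in HL-53, 73% in HLUCCO18, 57% in HL-91 and 40% in HL-109, and 2-fold changes for 1 to 30%. Of the genes called, 3.8% (HL-53) to 8.9% (HL-109) were not among the changed ones. Genes were drawn independently, without a difference between library sets or a shift of most genes. These rates therefore may not hold for the real libraries.

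Alternatives written down beforehand were DESeq2 1.42.0, TMM normalization, limma on log2 of RPKM plus 1, a trend on gene length as an offset (loess, span 0.7), no filter on low counts, the libraries of the compared days alone, the replicate letter as a block (with and without the gene-length offset), for single results a pseudocount of 10, RPKM without a log, log2 CPM after TMM and heterotroph reads alone as denominator, and leaving out each library and each replicate letter in turn. Chosen after the data were seen were the library set as a covariate (with and without TMM), each library set alone, and leaving out the 2 most-read OSCR loci. Tables and correlations were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots drawn with matplotlib 3.10.9. Not analysed here are the proteomic measurements and the authors' summary table of reads per organism, whose totals were summed from the counts instead.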

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

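Chosen only after the results were seen were the 2 library sets and every test that uses them. So were the median test of genes that overlap an RNA, the tests of an evenly spread background and those of the phosphate and glnA patterns. The rule that picks the genes below was also chosen then. It takes each organism's largest increase and decrease among genes outside Table S4, leaving out genes at 0 reads on day 7 or 28. The gene-length test and the share test of genes overlapping an RNA use the sets but were set before their own results were seen. The fit behind these 2 tests at first normalized the counts 2 times and was corrected after its result was seen. The counts below come from the corrected fit.

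The first pattern is the division of the libraries. In 5 libraries HLUCCO16_01990 held a mean of 27.6% of OSCR reads, and between these and the other 7, with day in the model, 5190 of 15824 tested genes of the 7 organisms passed the threshold. Overlaps with annotated RNA were sought only on the same strand and only for genes with a position on the artificial chromosomes, 84.6% of all genes. Genes without a position counted as overlapping none. For genes with a position, reads of annotated non-coding RNA counted on them are argued against as the whole reason. By this search 5184 of the genes past the threshold overlap none of the 1309 annotated RNAs. Of the 9 tested genes that do, 6 passed, 0.116% of the genes past the threshold, a share that could not exceed 0.173%, and their median log2 difference between the sets minus that of the other genes was -0.43 over genes that go both ways, so neither value is a test for the loci that overlap an RNA. Gene length is also argued against, since 4990 genes passed with a length trend removed per library. What stays open for the heterotrophs is an evenly spread background such as DNA, although the authors treated the RNA with DNase. Genes with levels below the organism's median took a larger share of reads in the 5 libraries in 6 of 6 heterotrophs. The shares were 14.6% against 7.13% in HLUCCA01 and 27.2% against 19.7% in HL-109, as plain means without day in the model. The 5 libraries hold replicates A and B of day 7 but only replicate A of days 14, 21 and 28, so day and set are mixed here. The test of this share was split into heterotrophs and OSCR after its result was seen. In OSCR that share differed by -1.06 percentage points with all genes and by 3.14 without the 2 most-read loci, so a background and the 2 loci, which took 39.0 to 49.1% of OSCR reads in the 5 libraries, cannot be told apart there, and no biological explanation was tested for a division that crosses all 4 days.

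The second pattern is the rise of phosphate genes in the dominant heterotrophs. Of the 15 genes higher on day 28, 15 stayed past the threshold with the library set as a covariate and 14 with TMM normalization, and the median log2 fold change of the 15 was 2.18, 2.07 with the set and 2.11 with TMM. These values argue against the library set or the choice of the organism total as the whole cause. A response to falling phosphate during succession, the reading of the paper, is consistent with these 15 genes and stays open, as phosphate levels are not used here.

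The third pattern is the fall of glnA in HL-53. With the library set as a covariate its log2 fold change was -3.63, so the set alone is argued against as its cause; each set alone has 1 flask on day 7 or day 28 and decides nothing more. Whether the fall follows nitrogen supply or growth phase was not tested.

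Among genes outside Table S4, the largest fold changes from day 7 to day 28 picked by this rule were as follows. In OSCR a bacterial OB-fold protein (HLUCCO16_11745) rose from 14.5 to 484 RPKM (log2 fold change 5.09, standard error 0.61), and pecB of phycoerythrocyanin fell from 1457 to 43.1 RPKM (log2 fold change -5.08, standard error 0.54). In HLUCCA01 an extracellular protein (HLUCCA01_04250) rose from 207 to 2558 RPKM (log2 fold change 3.64, standard error 0.50), and the small subunit of a solute-sodium symporter (HLUCCA01_10385) fell from 167 to 4.95 RPKM (log2 fold change -4.95, standard error 0.70). In HL-49 the heme-binding lipoprotein gene hmuY rose from 85.9 to 1323 RPKM (log2 fold change 3.97, standard error 0.34), and recX fell from 54.7 to 1.26 RPKM (log2 fold change -5.01, standard error 1.00; 0, 0 and 2 reads on day 28). In HL-53 traV of conjugal transfer rose from 33.3 to 1314 RPKM (log2 fold change 5.33, standard error 0.89), and isocitrate lyase aceA fell from 2192 to 65.0 RPKM (log2 fold change -5.44, standard error 0.58).

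In HLUCCO18 an integral membrane protein (HLUCCO18_18360) rose from 52.8 to 2033 RPKM (log2 fold change 5.22, standard error 0.68; 1, 1 and 0 reads on day 7), and iolA fell from 310.0 to 45.7 RPKM (log2 fold change -2.69, standard error 0.50). In HL-91 phnD, the binding protein of a phosphonate transporter, rose from 48.7 to 1097 RPKM (log2 fold change 4.45, standard error 0.69), and a periplasmic copper-binding protein (Ga0058931_1195) fell from 1991 to 43.1 RPKM (log2 fold change -5.40, standard error 0.54). In HL-109 an aminomethyltransferase gene (gcvT-2) rose from 27.0 to 1944 RPKM (log2 fold change 6.33, standard error 0.80; 0, 0 and 1 reads on day 7), and malate synthase glcB fell from 723 to 70.8 RPKM (log2 fold change -3.37, standard error 0.70). These 14 fold changes had the same sign with TMM normalization, and for the 3 genes given with reads the fold change is no measure of the size. Other genes at a low level on day 7 or 28 may also rest on few reads. HL-91, the organism of phnD, had only 32825 to 41617 reads per flask on day 7. Genes annotated narK moved apart in 2 organisms: HLUCCA01_09430 rose (log2 fold change 0.85) and HLUCCO16_12440 of OSCR fell (log2 fold change -1.29), a difference of 2.15 that was not tested, with no overlap between the flasks of days 7 and 28 in either organism.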

How the results depend on the processing

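Alternatives with the library sets and without the 2 most-read OSCR loci were chosen only after the results were seen, and the others before. Over 2730 values under an alternative, 2435 kept their side of the threshold or stayed within 1.5 times the count, 136 lost the threshold, 25 gained it, 13 reversed and 121 counts moved further. A change of sign was counted as reversed only where the value passed the threshold in at least 1 of the 2 settings compared. The 2435 therefore include changes of sign that passed in neither. Where no reason is given, the cause was not tested.

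Of genes changed from day 7 to day 28, OSCR had 463 and 1172 (DESeq2), 940 (TMM), 1022 (the gene-length offset), 133 (the first library set alone), 1899 (the second set alone), 1396 (the set as covariate), 1570 (set and TMM), 232 (the compared days alone), 1330 (the block) and 1561 (block and length offset). For HLUCCA01, with 1454, no alternative that kept all replicates moved the count past 1.5 times. The first library set alone holds 5 libraries and gave 0 by edgeR in HL-49 (480 with an unadjusted p under 0.05; 1101 with all libraries, 1064 by DESeq2), 0 in HL-53 (612 unadjusted; 841 with all libraries, 911 by DESeq2) and 17 in HLUCCO18 (of 174). HL-91 had 106 and 36 (the first library set alone), 196 (the set as covariate), 206 (set and TMM), 184 (the block) and 184 (block and length offset); HL-109 had 36 and 12 (the first library set alone), 22 (the second set alone), 96 (the set as covariate), 94 (set and TMM), 16 (limma on log2 RPKM), 96 (the block) and 81 (block and length offset).

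Phosphate genes higher on day 28 numbered 15, and 7 (the first library set alone); by day 14 they numbered 11, and 1 (the first library set alone), 17 (the set as covariate) and 7 (the compared days alone). Sulfate genes changed numbered 7, and 11 (DESeq2), 3 (the first library set alone), 13 (the second set alone), 12 (the set as covariate), 14 (set and TMM), 12 (the block) and 14 (block and length offset). Photosynthesis genes lower numbered 13, and 23 (the gene-length offset), 1 (the first library set alone), 23 (the set as covariate), 23 (set and TMM), 26 (the block) and 33 (block and length offset). The fall of glnA in HL-53 was -4.55 (the first library set alone) with adjusted p = 0.074, against adjusted p from 7.3e-09 to 0.041 under its other alternatives. Steps of amt and glnA numbered 0, and 4 (DESeq2), 7 (the second set alone), 8 (the set as covariate), 8 (set and TMM), 4 (no filter), 3 (the compared days alone), 6 (the block) and 6 (block and length offset). Organisms with a correlation past the threshold numbered 3, and 0 (the first library set alone), 0 (the second set alone), 1 (log2 CPM after TMM) and 5 (the block). The rpoC genes that changed numbered 1, and 3 (DESeq2), 0 (TMM), 0 (the first library set alone), 3 (the second set alone), 2 (set and TMM) and 3 (block and length offset). The 6 ratios of pstS numbered 0 in the first set alone, where a sign-flip over 5 libraries cannot pass. Of the 23 list tests called, 1 was called with an estimated correlation.

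Leaving out a library or a replicate letter gave, from lowest to highest, 0 to 1286 genes in OSCR, 405 to 1857 in HLUCCA01, 358 to 1295 in HL-49, 352 to 1008 in HL-53, 42 to 191 in HLUCCO18, 24 to 120 in HL-91 and 6 to 50 in HL-109. It gave 5 to 15 phosphate genes on day 28 and 0 to 12 on day 14, 1 to 11 sulfate genes, 1 to 22 photosynthesis genes, 0 to 4 steps, 1 to 3 correlations, 0 to 1 rpoC genes, 6 to 6 ratios, 12 to 17 shares and, for glnA of HL-53, -5.30 to -4.36. The lowest gene counts came without replicate B on every day, which leaves 2 flasks per day, 1 of each library set.

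Single libraries moved a count by more than 1.5 times as follows: OSCR 141 without day 28 B, 153 without day 28 C, 185 without day 7 B, 290 without day 7 C; HL-49 719 without day 28 B; HLUCCO18 114 without day 28 C, 104 without day 7 B; HL-91 70 without day 28 B, 63 without day 7 B; HL-109 23 without day 28 B, 11 without day 7 B; phosphate genes by day 14 6 without day 14 A, 5 without day 14 B, 7 without day 14 C, 5 without day 7 B; sulfate genes 4 without day 7 B; photosynthesis genes 5 without day 28 B, 6 without day 28 C, 8 without day 7 B, 22 without day 7 C; steps 1 without day 21 A, 1 without day 28 A, 4 without day 7 C; correlations 1 without day 21 B, 1 without day 21 C, 1 without day 28 C, 1 without day 7 A; rpoC genes 0 without day 21 B, 0 without day 21 C, 0 without day 28 B, 0 without day 7 A, 0 without day 7 B.

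Reversed in direction, and past the threshold in at least 1 of the 2 settings compared, were 4 genes and 1 correlation. Changes of sign that passed in neither are not listed. Among them, without replicate A on every day, were the log2 fold changes of rpoC in HL-53 (-0.12) and amt in HLUCCO18 (0.82). In HLUCCA01 phoA had log2 fold changes of 0.72 (DESeq2), 0.63 (TMM), 0.82 (the gene-length offset), 0.61 (set and TMM) and 0.80 (block and length offset), against -0.20; HLUCCA01_02735 had 0.35 (DESeq2), 0.27 (TMM), 0.47 (the gene-length offset), 0.10 (set and TMM) and 0.46 (block and length offset), against -0.54. DESeq2, TMM and the length offset also raise the median fold change of all HLUCCA01 genes. In HLUCCA01 glnA was at 1.00 with block and length offset, and amt of HL-91 was at 0.43 in the second set alone. The correlation of HL-53 was -0.242 in the first set alone. Day 28 is 1 flask in the first set and day 7 is 1 flask in the second.

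The replicate letter was tested as a pairing of the flasks, by the correlation of each organism's day-centred values between libraries of a letter. Of 42 pairs per letter, 42 were over 0.1 for A (lowest 0.18), 23 for B (lowest -0.28) and 40 for C (lowest 0.096). The 21 pairs of B with day 7 replicate B ran from -0.28 to 0.14 and the other 21 from 0.10 to 0.59, and 57 of 84 cases correlated best with their own letter. No label pairs flasks over days, and A lies in the first library set on each day and C in the second, so likeness within a letter may be that of the sets; the letters were not used to pair flasks, and the block changed the counts given above. The alternative that adds non-coding genes to the denominator of the shares was not run, since the count files hold protein-coding genes only.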

Differences from the paper's values

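For pstS of HL-91 the fold increase from day 7 to day 28 was 6.07, and the paper's value is about 4, given for the pst transporters of several organisms. A value is counted as different here when 1 of the 2 is more than 1.5 times the other and they lie further apart than the replicate SD. Of the 23 alternatives set before the data were examined, 4 fall within that tolerance (5.99 without day 28 replicate B, 5.71 without day 28 replicate C, 4.85 without day 7 replicate B and 4.79 without replicate B on every day), and the others differ. For bacteriochlorophyll synthesis and photosystem genes the paper's value is a decline of about 4-fold. The paper does not state how the genes were combined, so the share and the median used here may be unlike its measure. The falls of pufL and puhA in HL-91, chlN in HL-46 and pufM in HL-111 were larger than the medians below. Of the 54 tested genes, 6 had positive fold changes. The share of reads on these genes fell 1.98-fold in HL-91, 2.08-fold in HL-46 and 1.86-fold in HL-111, and each of the alternatives run for this share differs from the paper's value. As a median over the genes the decrease was 2.12-fold in HL-91, 2.19-fold in HL-46 and 1.53-fold in HL-111. Of the alternatives for this median, those within the tolerance are the gene-length offset in HL-46 (2.67) and in HL-111 (2.95), and the replicate block with gene-length offset in HL-111 (2.84); the others differ.

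The paper counts HL-53 among the members whose glnA and amt are decoupled. Its amt had no reads in some libraries here, so values near the floor enter the correlation. Over the 12 libraries r between the 2 genes was 0.70, past the threshold after adjustment. It was no longer past the threshold with RPKM without a log (0.533), with log2 CPM after TMM (0.584), without day 7 replicate A (0.630), day 21 replicate B (0.679), day 21 replicate C (0.679) or day 28 replicate C (0.643), without replicate B (0.683) or replicate C (0.577) on every day, and, chosen after seeing the values, with values centred within the library sets (0.388), in the second set alone (0.822) and in the first (-0.242). For HLUCCA01 and HL-109, which the paper names with it, r was 0.119 and 0.366, neither past the threshold; centred within replicate letter, an alternative set beforehand, HL-109 had 0.689 and passed. For HL-91, where the paper reports co-expression and r was past the threshold, the call was lost in 8 of 15 cases on leaving out a library or a letter and with log2 CPM after TMM (0.660). The paper also states that amt of HL-109 declined; its log2 fold change from day 7 to day 28 was -1.04, not past the threshold (0.00 without day 7 replicate A and -1.42 without day 7 replicate B), and amt of HLUCCA01 did fall (-1.99).

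Table S4 lists 654 genes with 7848 counts, all equal to those used here. Of the values over 0, its RPKM lie within 1% of the RPKM used here for all in 14 organisms, but only for 10 of 876 in OSCR (median ratio of table to recomputed value 0.936), 0 of 169 in HL-109 (median ratio 0.983), 0 of 368 in HL-111 (median ratio 0.965) and 0 of 143 in HL-93 (median ratio 0.407). The levels printed here were recomputed from the deposited counts.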

Other observations

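The choice of which genes to print and all tests on other splits of the libraries were made only after the results were seen. In HL-53 glcB went from 1466 to 66.7 RPKM (log2 fold change -4.58, standard error 0.47) and the acetate symporter gene actP fell from 1383 to 63.4 RPKM (log2 fold change -4.66, standard error 0.72). Over the same days traA of conjugal transfer rose from 18.0 to 664 RPKM (log2 fold change 5.25, standard error 0.94), and so did 2 genes annotated as part of an integrative conjugative element, ssb-2 from 14.9 to 589 RPKM (log2 fold change 5.24, standard error 0.79) and bet from 36.1 to 1049 RPKM (log2 fold change 4.89, standard error 0.58). In HL-49 the heme uptake genes hmuR (log2 fold change 3.18, standard error 0.45) and hmuT (log2 fold change 3.02, standard error 0.39) rose and guaB fell (log2 fold change -4.02, standard error 0.41). In HL-91 phoU rose from 304 to 5361 RPKM (log2 fold change 4.13, standard error 0.41) and actP fell from 2237 to 105 RPKM (log2 fold change -4.36, standard error 0.45). In HL-109 ugpB, for uptake of glycerol 3-phosphate, had 2, 0 and 0 reads in the flasks of day 7 and 417, 111 and 138 in those of day 28, and in HLUCCO18 cydB of a cytochrome d oxidase had 1, 1 and 0 and then 16, 21 and 24. A branching enzyme gene of HLUCCA01 (HLUCCA01_13110) rose from 8461 to 53190.4 RPKM (log2 fold change 2.65, standard error 0.22).

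In OSCR the phycoerythrocyanin genes pecA, pecC, pecE and pecF had log2 fold changes of -4.59, -4.57, -4.57 and -4.28, and a chlorophyll A-B binding protein gene (HLUCCO16_21860) rose from 1445 to 19314 RPKM (log2 fold change 3.74, standard error 0.60). The OSCR genes pstS (HLUCCO16_17695), pstA, pstB and pstC rose, with log2 fold changes of 3.08, 2.88, 2.58 and 2.56, and nirA fell (log2 fold change -2.00, standard error 0.38, adjusted p = 0.0059 from edgeR's quasi-likelihood test). The genes named in this part kept their sign with TMM normalization and with the library set as a covariate.

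Gene lists were tested from day 7 to day 28 with camera (Benjamini-Hochberg within organism), first with the preset and then with an estimated correlation between genes. Of 79 pairs of organism and list, 23 passed with the preset correlation and 1 with the estimated. That 1 was the cytochrome oxidases of HLUCCO18 (median log2 fold change 1.25, 9 higher and 0 lower of 17, adjusted p = 2.2e-06 and 0.035). Ribosomal proteins went up relative to other genes in HLUCCA01 (median log2 fold change 1.15, 50 higher and 2 lower of 56, adjusted p = 5.7e-29 and 0.24), HL-49 (median log2 fold change 0.51, 24 higher and 1 lower of 58, adjusted p = 6.9e-14 and 0.12), HL-53 (median log2 fold change 1.27, 41 higher and 0 lower of 61, adjusted p = 1.3e-19 and 0.13), HL-91 (median log2 fold change 0.35, 0 higher and 0 lower of 54, adjusted p = 0.00052 and 0.27) and HL-109 (median log2 fold change 0.48, 1 higher and 0 lower of 51, adjusted p = 0.033 and 0.45), and down in OSCR (median log2 fold change -0.64, 1 higher and 6 lower of 53, adjusted p = 7.7e-05 and 0.94) and HLUCCO18 (median log2 fold change -0.20, 0 higher and 3 lower of 53, adjusted p = 0.0085 and 0.6). Flagella and chemotaxis went down in HLUCCA01 (median log2 fold change -1.81, 0 higher and 46 lower of 57, adjusted p = 4.4e-06 and 0.65), HL-53 (median log2 fold change -1.49, 1 higher and 62 lower of 77, adjusted p = 8.2e-20 and 0.13) and HL-91 (median log2 fold change -3.76, 0 higher and 4 lower of 6, adjusted p = 1.2e-06 and 0.09). Chaperones went up in HL-49 (median log2 fold change 1.06, 9 higher and 2 lower of 12, adjusted p = 6.8e-07 and 0.12) and HL-53 (median log2 fold change 0.67, 8 higher and 2 lower of 14, adjusted p = 0.027 and 0.13).

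Of the other lists, OSCR had the phycobilisome (median log2 fold change -0.91, 0 higher and 7 lower of 22, adjusted p = 6.8e-09 and 0.76) and photosystems (median log2 fold change -0.34, 0 higher and 3 lower of 32, adjusted p = 0.037 and 0.94) lower and phosphate higher (median log2 fold change 2.57, 5 higher and 0 lower of 6, adjusted p = 9.3e-07 and 0.21) by camera. In HL-53 cytochrome oxidases were lower (median log2 fold change -1.13, 0 higher and 8 lower of 16, adjusted p = 0.028 and 0.5) and TonB-dependent receptors higher (median log2 fold change 0.30, 7 higher and 3 lower of 15, adjusted p = 0.049 and 0.51), and in HL-91 Pho regulation and polyphosphate was higher (median log2 fold change 0.73, 6 higher and 0 lower of 26, adjusted p = 2.6e-06 and 0.09). No organism passed for nitrogen (lowest adjusted p = 0.14), sulfate (0.059), amino acid and peptide uptake (0.14), mobile elements (0.17), nucleases (0.48), oxidative stress (0.087) or peptidases (0.26). ATP synthase, carbon and rpoC lists had fewer than 5 tested genes in each organism. Of single genes in the 6 heterotrophs, nitrogen had 1 higher and 7 lower of 24 tested and carbon 0 higher and 3 lower of 7. Of the 23 pairs, 21 also passed with TMM and 21 with the library set as a covariate (phosphate and chaperones of HL-53 did not with TMM, nor phosphate and TonB-dependent receptors of HL-53 with the set), and none had the other direction. By fry 30 of the 79 pairs passed, 16 of them also by camera.

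By edgeR's quasi-likelihood test, genes higher and lower on day 28 than on day 7 numbered 232 and 231 in OSCR, 227 and 1227 in HLUCCA01, 228 and 873 in HL-49, 319 and 522 in HL-53, 141 and 33 in HLUCCO18, 30 and 76 in HL-91 and 25 and 11 in HL-109. The balance of directions moved with the scaling: in HLUCCA01 it was 573 higher and 576 lower with TMM, 677 higher and 578 lower with DESeq2 and 669 higher and 555 lower with the gene-length offset, and in HL-49 501 higher and 479 lower, 573 higher and 491 lower and 531 higher and 462 lower. In HL-53 it was 472 higher and 439 lower with DESeq2 and 472 higher and 366 lower with the offset, in HLUCCO18 107 higher and 47 lower and 93 higher and 59 lower, and in HL-109 28 higher and 21 lower and 25 higher and 19 lower. With TMM it was 359 higher and 516 lower in HL-53, 117 and 35 in HLUCCO18 and 25 and 11 in HL-109. Of the genes called with the organism total, TMM also called 439 in OSCR, 803 in HLUCCA01, 707 in HL-49, 757 in HL-53, 150.0 in HLUCCO18, 101 in HL-91 and 36 in HL-109, and 117 of the HLUCCA01 genes and 4 of the HL-49 genes had the other sign.

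Other splits of the libraries were counted for each result. With 3 flasks against 3 there are 10 splits, too few for a share under 0.05. For the gene counts of OSCR, HLUCCA01, HL-49, HL-53, HLUCCO18, HL-91 and HL-109 (463, 1454, 1101, 841, 174, 106 and 36), the phosphate genes on days 28 and 14 (15 and 11), the photosynthesis genes (13) and the shares (15), 1 of 10 splits, the real one, was as large and the highest other gave 0. For gene lists 1 of 10 was as large, with 23 in the real split and 16 in the highest other. For any difference among days 100 splits were drawn. Sulfate genes numbered 7 in the real split and 7 in the highest other, with 2 of 100 as large, and rpoC genes 1 and 0, with 1 of 100. In 100 regroupings that kept the library sets the highest other gave 2 sulfate genes and 0 rpoC genes, with 1 of 100 as large for each. Each regrouping moves whole libraries and adjusts over all genes of an organism. It therefore asks whether days differ at all, and cannot set these lists apart from other genes. Chance is not called excluded for either count. No rpoC gene passed with TMM. None passed without day 7 replicate A or B, day 21 replicate B or C, or day 28 replicate B. For the steps of amt and glnA the real split gave 0 by edgeR (9 at an unadjusted p under 0.05, 4 by DESeq2) and the highest other 1. With a real count of 0 each of the 100 splits, 100 of 100, is as large, so this test says nothing of the steps. Over the 7 organisms 3498 genes differed among days, against 2692 in the highest other split.

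Between the 5 libraries of the first set and the other 7, 3 of the 9 tested genes that overlap an annotated RNA differed by more than 1 on the log2 scale: 3.09 for HLUCCO16_01990, whose share defined the sets, 4.50 for HLUCCO16_19470 and 2.35 for HLUCCO18_18425, with a median of -0.40 over the 9.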
